# Epilepsy miRNA Profile Depends on the Age of Onset in Humans and Rats

**DOI:** 10.3389/fnins.2020.00924

**Published:** 2020-09-15

**Authors:** Jiri Baloun, Petra Bencurova, Tereza Totkova, Hana Kubova, Marketa Hermanova, Michal Hendrych, Martin Pail, Sarka Pospisilova, Milan Brazdil

**Keywords:** miRNA, mesial temporal lobe epilepsy, animal model, human, sequencing, cross-comparison study

## Abstract

Temporal lobe epilepsy (TLE) is a severe neurological disorder accompanied by recurrent spontaneous seizures. Although the knowledge of TLE onset is still incomplete, TLE pathogenesis most likely involves the aberrant expression of microRNAs (miRNAs). miRNAs play an essential role in organism homeostasis and are widely studied in TLE as potential therapeutics and biomarkers. However, many discrepancies in discovered miRNAs occur among TLE studies due to model-specific miRNA expression, different onset ages of epilepsy among patients, or technology-related bias. We employed a massive parallel sequencing approach to analyze brain tissues from 16 adult mesial TLE (mTLE)/hippocampal sclerosis (HS) patients, 8 controls and 20 rats with TLE-like syndrome, and 20 controls using the same workflow and categorized these subjects based on the age of epilepsy onset. All categories were compared to discover overlapping miRNAs with an aberrant expression, which could be involved in TLE. Our cross-comparative analyses showed distinct miRNA profiles across the age of epilepsy onset and found that the miRNA profile in rats with adult-onset TLE shows the closest resemblance to the profile in mTLE/HS patients. Additionally, this analysis revealed overlapping miRNAs between patients and the rat model, which should participate in epileptogenesis and ictogenesis. Among the overlapping miRNAs stand out miR-142-5p and miR-142-3p, which regulate immunomodulatory agents with pro-convulsive effects and suppress neuronal growth. Our cross-comparison study enhanced the insight into the effect of the age of epilepsy onset on miRNA expression and deepened the knowledge of epileptogenesis. We employed the same methodological workflow in both patients and the rat model, thus improving the reliability and accuracy of our results.

## Introduction

Temporal lobe epilepsy (TLE) is the most common type of epilepsy—a neurological disorder characterized by recurrent spontaneous seizures. This condition includes several subtypes, of which the most prevalent is mesial TLE (mTLE). The seizures of this subtype originate from the structures in the medial portion of the temporal lobe (such as the hippocampus) and are often associated with a pathological change of the hippocampal tissue—hippocampal sclerosis (HS) (Thom et al., 2009). The underlying mechanisms of epileptogenesis in TLE are still unclear; hence, a better understanding of involved biological processes is fundamental for novel treatment strategies and therapeutics. Among potential therapeutic targets as well as possible biomarkers of pathological changes in the epileptic brain are microRNAs (miRNAs).

miRNAs are small endogenous noncoding RNAs that act as posttranscriptional regulators of gene expression. Individual miRNAs can target a variety of mRNAs and most commonly inhibit their translation into proteins (Bartel, 2009). Hence, various mechanisms (e.g., methylation hormones and other miRNAs) strictly regulate miRNA expression (review in Gulyaeva and Kushlinskiy, 2016), because their dysregulation can have a profound effect on the cell, and, subsequently, on the whole organism. As a result, the monitoring of miRNA expression might disclose the onset or progression of the disease, making miRNAs a useful biomarker. This relation illustrates the close link between many diseases and altered levels of miRNAs (Srinivasan et al., 2013). The changes in miRNome have been mostly studied in different types of cancer (Li and Kowdley, 2012), but the connection occurs in other conditions, including TLE. Numerous studies of miRNA dysregulation in TLE have provided solid evidence for their importance in the epilepsy pathogenesis (Brennan and Henshall, 2018).

To date, many studies about the role of miRNAs in epilepsy have produced a vast amount of data, however, they also have several drawbacks. Most of them studied epilepsy only in animal models, which have important limitations. Firstly, the animal model is only an approximation of mTLE, which does not correspond perfectly to the biochemistry of this disease in humans. Therefore, the results require cautious interpretation in the context of human mTLE. Moreover, there are fundamental differences between the animal models as each of them implements a different technique to induce epileptic seizures, making it difficult to compare the acquired data (Korotkov et al., 2017). Different experimental protocols can lead to the activation of different pathological pathways. Therefore, the processes involved in epileptogenesis can vary from one model to another. As a result, the affected miRNAs can also be unique to the experimental model and not represent epilepsy in general. Indeed, the results of these studies are often discordant (Korotkov et al., 2017).

Another fraction of the studies focuses on analyzing the miRNome of human brain samples from epilepsy surgeries. This approach has the potential to provide results fully relevant to human mTLE, however, it is not flawless. Unlike TLE patients, controls were not treated with antiepileptic drugs (AEDs) affecting miRNA expression in the brain tissue. Furthermore, some complex factors can never be fully accounted for (such as lifestyle, age, gender, or ethnicity) (Leung and Sharp, 2010; Dluzen et al., 2016; Huan et al., 2018). These factors might affect the miRNA composition of the hippocampal tissue (Crespo et al., 2018) and cause inter-individual variability in both control and patient groups. Another discussed drawback is the origin of control brain tissues, which mostly come from postmortem autopsies, however, previous research discovered virtually unchanged miRNA composition in postmortem tissues within 30 h after death (Kakimoto et al., 2015; Bencurova et al., 2017).

The most promising approach is to compare the data acquired in animal models and human patients and find the intersection. Additionally, the same methodological workflow could enhance reliability and reduce the false negatives in the results. miRNAs identified by this approach are most likely related to epilepsy, rather than to a specific model or the origin of the tissue (surgery or autopsy). To date, only a few studies have used this approach (Roncon et al., 2015; Korotkov et al., 2017); therefore, we compared the miRNomes of patients with mTLE and a rat model of chronic epilepsy from our previous experiments (Bencurova et al., 2017). Moreover, the miRNA expression profile in the brain tissues changes during the development, and seizures might affect the direction of these changes. Our analyses also evaluated the effect of age at the first seizure occurrence on the miRNA profile in the chronic phase of this disease.

## Materials and Methods

### Human Samples

All procedures involving human tissue processing were approved by the Ethical Committee of St. Anne’s University Hospital in Brno (approval number 9G/2015-KS). The collection of the hippocampal tissue was performed on a cohort of anteromesial temporal resections at St. Anne’s University Hospital in Brno, the Czech Republic, within the period 2007–2016. Patients and controls were previously described in Bencurova et al. (2017). In this study, we focused on a cohort of 16 adult mTLE/HS patients and 8 controls, hippocampal tissues of which were utilized for whole-miRNome analysis by massive parallel sequencing (MPS). All patients (seven men and nine women) were referred to the Department of Neurology at the Brno Epilepsy Center for their medical intractability and fulfilled the diagnostic criteria for mTLE/HS. The diagnosis was made according to the International League Against Epilepsy (ILAE) criteria (Commission on Classification and Terminology of the ILAE, 1989). All of the patients had been routinely investigated, including long-term semi-invasive video-EEG monitoring (using sphenoidal electrodes), high-resolution magnetic resonance imaging (MRI), and neuropsychological testing. The diagnosis of unilateral mTLE in our patients was based on a consonance of history data, ictal and interictal EEG findings, ictal semiology, neuropsychology, and neuroimaging findings (MRI and PET). Unilateral HS concordant with the electroencephalographic lateralization of the epileptogenic zone was confirmed in all cases by visual inspections of the MRI scans by two independent physicians. None of the patients revealed other brain structural lesions on MRI scans or had undergone previous intracranial surgery. Age of TLE onset ranged from 2 to 44 years (mean = 16.9), and the average patient’s age at the time of surgery was 40.2 years (range = 25–51). All patients signed informed consent to approve the use of their tissue in this study. Control hippocampal tissue was collected from eight postmortem cases without hippocampal aberrations from the Department of Forensic Medicine at St. Anne’s University Hospital. The average age of these cases at the time of death was 55.6 years (range = 30–72). All procedures to obtain hippocampal control tissue samples were in accordance with the Czech Republic’s legislation and ethical standards and with the 1964 Helsinki declaration (revised in 2013). A detailed overview of patients and controls is listed in Supplementary Table S1.

### The Rat Model of TLE

Protocols involving animals were performed in accordance with ARRIVE guidelines (Kilkenny et al., 2010) and national (Act No 246/1992 Coll.) and international laws and policies (EU Directive 2010/63/EU for animal experiments). The Ethical Committee of the Czech Academy of Sciences approved the experimental protocols (Approval No. 128/2013). Status epilepticus (SE) was induced in male Wistar albino rats aged P12 (P—postnatal day) or P60 as described previously by Kubová et al. (2004). Briefly, all animals were labeled with a unique code and injected intraperitoneally (i.p.) with 127 mg/kg LiCl 24 h prior to pilocarpine/saline injection. Individual animals were tracked throughout the entire project based on the assigned code of each animal. Control and SE groups contained randomly assigned animals, and subjects in the SE group received a single i.p. dose of pilocarpine at P12 (35 mg/ml/kg) or P60 (45 mg/ml/kg); controls were treated with saline. All treated animals were caged separately and continually observed for 3 h. Latency to motor SE characterized by forelimb clonus was registered. Animals were treated with paraldehyde (P12: 0.07 ml/kg and P60: 0.3 ml/kg) approximately 2 h after the onset of convulsive SE in order to decrease mortality. Further experiments included only rats exhibiting behavioral manifestations of seizures progressing to forelimbs clonus for at least 1 h (SE was successfully induced in 100% of P12 and 69% of P60 animals injected with pilocarpine). Twelve P12 and 13 P60 animals were selected for experiments in the chronic stage of epilepsy (3 months after SE), along with 10 control animals per age group. For more details, see Supplementary Methods (submitted manuscript).

### Monitoring

One week before being sacrificed, animals underwent continuous 24/7 video monitoring with IP infrared Camera Edimax IC-3140W for wireless monitoring. Synology Surveillance Station 7 software was used for both registration and evaluation. An experienced observer evaluated the recordings manually, registering the incidence of motor seizures (Racine stages 3–5). The electrographic analysis was omitted in order to prevent possible inflammatory reactions on EEG electrode implantation and the adverse effect of anesthesia exposure. The remainder of adult-onset animals (*n* = 10) exhibited similar clonic seizures (frequency summarized in Supplementary Figure S1), while animals with SE at P12 and controls did not exhibit motor seizures (submitted manuscript).

### Hippocampal Tissue Processing and RNA Isolation

Surgically resected and autopsy tissues from adult mTLE/HS patients and controls were identically treated: fixed in 10% neutral buffered formalin, grossly inspected, carefully oriented, and measured. Hippocampal tissue specimens were dissected into 2–3 mm-thick tissue slices along the anterior–posterior axis and paraffin embedded. Formalin-fixed paraffin-embedded (FFPE) tissue sections were stained with hematoxylin–eosin and evaluated under light microscopy; additionally, the presence of neuronal depletion and gliosis in HS tissue samples was confirmed using NeuN and GFAP immunohistochemistry. The international consensus classification of HS in TLE was applied (Blümcke et al., 2013). For miRNA analysis, paraffin-embedded tissue slices showing the presence of hippocampal complex were selected. Total RNA was isolated from tissue sections using the High Pure miRNA Isolation Kit (Roche) according to the manufacturer’s protocol. In order to maximize RNA yield, overnight Proteinase K digestion was used.

Hippocampal tissue was collected from 10 SE and 10 control animals per age group (*n* = 40) 3 months after SE (chronic stage of epilepsy). Animals were sacrificed by decapitation under the overdose of anesthesia (ether). Brains were immediately dissected, and the entire hippocampus was collected from both hemispheres. Tissues were immediately frozen in dry ice and stored at −80°C until further processing. Total RNA was isolated from frozen hippocampal tissue using the TRI Reagent^®^ (Biotech) according to the manufacturer’s protocol. Ceramic beads were used for tissue disruption.

RNA was successfully extracted from all specimens and quantified using NanoDrop ND-1000 (Thermo Fisher Scientific) and Qubit^TM^ dsDNA HS Assay Kit on a Qubit^®^ 2.0 fluorometer (Thermo Fisher Scientific). The 1.1 μg of extracted total RNA was used to prepare small RNA libraries and sequenced on NextSeq 500 (Illumina).

### Massive Parallel Sequencing

Libraries for sequencing were prepared from 1.1 μg of total RNA obtained from rat samples (20 SE and 20 controls) and patients (16 mTLE and 8 controls). Libraries were prepared using a NEXTflex Small RNA-Seq Kit v2 for human samples and Kit v3 for rat samples (Bioo Scientific) according to the manufacturer’s protocol. After the amplification step, samples were analyzed using a Fragment Analyzer (Advanced Analytical), and specific fragments of the miRNA library (145 bp) were quantified. Samples were equally pooled for each particular sequencing run based on the concentration of miRNA library fragments, which were isolated using the Pippin Prep instrument using the 3% agarose (Sage Science) prior to sequencing. Isolated fragments were quantified using NanoDrop ND-1000 (Thermo Fisher Scientific) and Qubit^®^ 2.0 fluorometer (Thermo Fisher Scientific) and used for sequencing on NextSeq 500 (Illumina) according to the manufacturer’s protocol.

### MPS Data Processing and Differential Expression Analysis

Human sequencing data were processed as described previously (Bencurova et al., 2017). Adapter trimming, quality control, and miRNA annotation against miRBase v21 were performed using the *Chimira* (Vitsios and Enright, 2015) tool. Further analyses were performed using *R/Bioconductor* packages (R Core Team, 2020).

MPS data from the rat TLE model were analyzed individually for each age group. Adaptor sequences were scanned and identified by the Kraken package (v15-065) (Davis et al., 2013) and removed with Cutadapt (v1.12) software (Martin, 2011). Only high-quality reads (Phred ≥ 10 over at least 85% of the read length) with a length between 16 and 28 bp after adapter trimming were retained as potential miRNA reads. The quality of both raw and processed reads was evaluated using FastQC software (Andrews, 1973). The raw miRNA expression levels were quantified by seqBuster (1.2.4a6) (maximum of one mismatch) with miRBase annotation (v22) (Kozomara and Griffiths-Jones, 2014).

Differential expression analysis was evaluated for both human and rat data by R package DESeq2 (Love et al., 2014). Raw data and annotated sequences of the small RNA libraries can be found in the GEO database (accession numbers GSE99455 and GSE124332).

The expression of miRNA was determined by microRNA quantitative PCR (miQPCR) as described by Benes et al. (2015). Primers were either designed manually or downloaded from the list of miQPCR primers, validated, and optimized for our samples according to the MIQE Guidelines (Bustin et al., 2009). The protocol used for amplification, quantification, and evaluation of miRNA expression using miQPCR was previously described in Bencurova et al. (2017).

### miRNA Target Prediction

Target prediction tools were applied to address putative mRNA targets (miRDB - MicroRNA Target Prediction And Functional Study Database) (Wong and Wang, 2015) and pathways (DIANA-mirPath v3) affected by miRNAs with altered regulation in both mTLE/HS patients and the rat model of TLE. Only miRNAs showing the same trend of dysregulation (upregulated/downregulated) in both species were included in target and pathway prediction. Pathway prediction was based on predicted mRNA targets and experimentally validated miRNA interactions from *DIANA-TarBase* (Vlachos et al., 2015). Both MirTarget and DIANA-mirPath analyzed specific miRNA targets for species *Rattus norvegicus* and *Homo sapiens sapiens* individually.

## Results

### Whole miRNome Sequencing

Our first high-throughput screening focused on profiling the miRNA expression in mTLE/HS patients and controls in order to identify aberrantly expressed miRNAs in this disease (Bencurova et al., 2017). Briefly, we sequenced the hippocampi of 16 patients and eight postmortem controls with median raw reads of 10.8 million per sample. The number of reads after adapter trimming and miRNA mapping dropped to 1.5 million per sample (12% of total) with high quality of sequencing represented by the PHRED-like score above 30 for 98.5% reads. The MPS analyses detected 401 miRNAs with the coverage over 500 reads in all samples together. The total sum of ambiguous base content was below 0.01% of all bases. Prior to the interpretation of differential expression analysis, we conducted additional analysis of gender- and age-related miRNAs in our dataset in order to prevent bias arising from uneven distribution of age and gender in patient and control groups. These analyses did not uncover any gender-specific miRNA with an altered expression level in mTLE/HS within our data, while miR-7110-3p upregulated (*p* = 0.028) in controls > 60 years of age was removed from follow-up analyses (data not shown). In our previous work, we described that miRNA distribution is impartial to the autopsy delay from the death of the subject and that the cellular composition of hippocampi is similar (based on the analysis of miRNAs enriched in specific cell types) in our patients and controls (Bencurova et al., 2017).

Parallel to human MPS, we sequenced rat hippocampi in the chronic stage of epileptogenesis (submitted manuscript). 

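Small RNA libraries of the entire hippocampus of male Wistar rats were sequenced 3 months after status epilepticus (SE), in the chronic stage. All rats, controls included, first received LiCl. SE was then induced with pilocarpine, a muscarinic agonist that starts prolonged seizures, at postnatal day 12 (infancy-onset) or 60 (adult-onset). Controls received saline in place of pilocarpine. Paraldehyde was given after the onset of convulsive SE to lower mortality. At 3 months the adult-onset SE rats had clonic motor seizures on video, and neither the day 12 rats nor the controls had any. Counts of 10 adult-onset SE rats, 10 adult-onset controls, 10 infancy-onset SE rats and 9 infancy-onset controls are used, 1 library per rat, and 1 more infancy-onset control of the 40 labelled libraries is not used here. Reads assigned to miRNAs per library ranged from 870112 to 27765190 (median 3654481.5) in adult-onset SE rats, from 967832 to 7826996 (median 4038550.5) in their controls, from 499094 to 28111631 (median 4664511.5) in infancy-onset SE rats and from 2698611 to 16642937 (median 6316765) in theirs. The authors trimmed adapters, selected reads by size and quality, and matched them to miRBase with at most 1 mismatch, which gives deposited raw counts per mature miRNA and a signal scaled by 1 size factor per library. The raw counts were tested with the quasi-likelihood test of edgeR after TMM scaling, with p values adjusted by Benjamini and Hochberg, and a miRNA is said to rise or fall only where the adjusted p is under 0.05. Beside that, the thresholds of the study are applied, a p under 0.05, a fold change of at least 1.4 and more than 500 reads in total. The paper does not say whether this p is adjusted, and it is taken as unadjusted here. Levels are CPM (counts scaled to a common library size) after TMM scaling, as mean ± SD over rats.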

The final median of clean potential miRNA reads was 2.6 million (∼53.91% of the raw reads) after adapter trimming, size selection of the trimmed reads, and removal of possible contaminants. Mapping to *miRBase* (v22) revealed the median content of miRNAs in the samples of 2.3 million (50.45% of the raw reads). Sequencing identified 412 unique miRNA species with read coverage > 500 across all the samples. 

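The 39 chronic-stage rat libraries list 653 mature miRNAs, and 442 of them have more than 500 reads summed over the libraries. The median library holds 4418190 miRNA reads, and 2296301 over the 114 libraries of the acute, latent and chronic stages, while the paper states a median of 2.3 M reads. Rank correlations between any 2 of the libraries lie between 0.8802 and 0.9872. Of the miRNAs discussed here, miR-7b has 2972 ± 1143 CPM in adult-onset controls, miR-155-5p 6.77 ± 3.07 and miR-1912-3p 5.6 ± 13.8.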

The average PHRED-like quality score of all samples was above 35, which indicated very high sequencing quality. The total sum of ambiguous base content was < 0.01%. Since all rat individuals were age-matched males, housed under the same conditions, additional correlation analyses were unnecessary.

### miRNA Expression in TLE Patients and Model

Principal component analysis (PCA) visualizes variation and uncovers distinct patterns in a dataset. This analysis showed different miRNA production between patients and rats – human individuals clustered separately from rats without any apparent effect of the age of TLE onset on the overall miRNA expression (Figure 1). Indeed, analysis of the differential expression using DESeq2 showed that only a fraction of over 400 identified miRNAs reached the threshold of differential expression (*p* < 0.05, fold change of upregulation or downregulation exceeding 1.4 and a minimum of 500 reads) in both human (Supplementary Table S2) and rat TLEs (Supplementary Table S3).

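Within the rats, onset age accounts for more of the spread between hippocampal profiles than SE. Onset age held 8.88% of the variance between libraries (permutation p = 0.00034, 19 infancy-onset and 20 adult-onset rats), and SE held 3.25% (permutation p = 0.143, 20 SE rats and 19 controls). On the first component (27.6% of the variance) adult-onset SE rats lay at -4.51 ± 2.39 and their controls at -2.95 ± 4.03, while infancy-onset SE rats lay at 2.96 ± 11.6 and their controls at 4.99 ± 8.28. The 4 groups overlap on both components. miR-770-5p has the most negative weight on the first component (-0.187), and miR-1224 (0.1625), miR-672-5p (0.1579) and let-7b-5p (0.1534) have large positive ones. Without 3-S24 the infancy-onset SE rats lie at -0.15 on the first and -0.93 on the second component, so the sign of both of their means rests on that library. It has the fewest reads (499094) and detected miRNAs (396) of the chronic stage. The libraries highest on the first component are 3-S24 (30.99) and infancy-onset controls 3-S40 (17.24) and 3-S32 (13.66). They also have the largest shares of miR-9a-5p reads, 44.7%, 40.76% and 39.87%. How far library composition sets this component was not tested. The second component (16.0%) placed the infancy-onset controls at -3.20 ± 3.91 and their SE group at 1.45 ± 9.22, with let-7g-3p (-0.151) and miR-31a-3p (-0.1492) weighing most. The shares come from a permutation analysis of variance on Euclidean distances of log2 CPM with 100000 permutations. Onset age goes together with age at sampling, since every rat was taken at the same interval after injection. The 2 onset ages also hold separate ranges of library numbers, and no batch is named. An effect of library processing therefore could not be told apart from onset age.

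**Figure D1:**
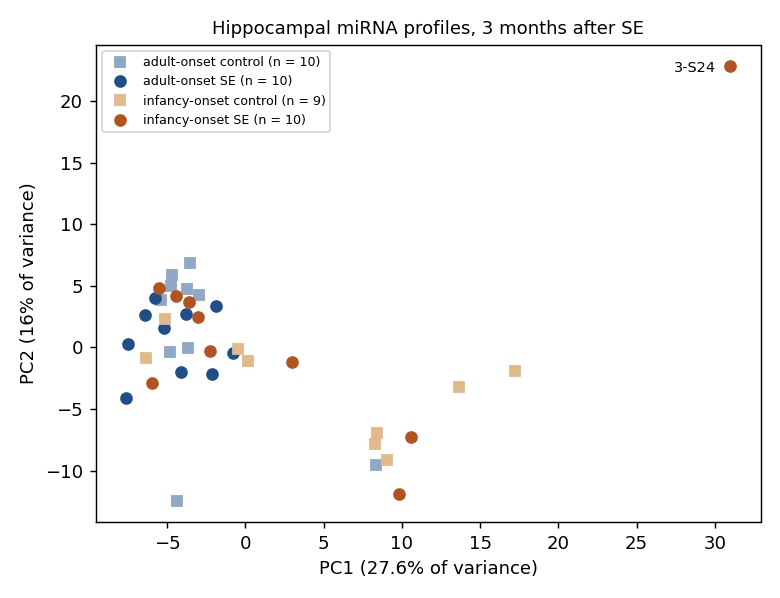
Principal components of log2 CPM of 442 miRNAs in the chronic stage, 1 point per rat, first component (27.6%) across and second (16.0%) up. Infancy-onset SE library 3-S24 lies at the top right.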

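In rats a small share of the 442 miRNAs passes. Of the adult-onset comparison 9.95% (44) pass the study's thresholds, of the infancy-onset comparison 3.85% (17) and of all rats together 5.88% (26). Of 100 splits of the same rats, the real one included, 14, 49 and 7 give as many, so chance cannot be excluded for these 3 counts. After adjustment for 442 tests 6 miRNAs are left in adult-onset rats, among them miR-146a-5p and miR-187-3p, 10 in all rats together, among them miR-1298 and miR-448-3p, and 0 in infancy-onset rats by edgeR, where 23 have an unadjusted p under 0.05. DESeq2 also leaves 0 in infancy-onset rats, and limma voom with sample weights leaves 5. In adult-onset rats DESeq2 leaves 13 and limma voom 27. When 1 library is left out, from 4 to 19 are left in adult-onset rats and from 4 to 11 in all rats together. Before adjustment 72 miRNAs have a p under 0.05 in adult-onset rats (34 higher and 38 lower after SE) and 66 in all rats together. The lowest p values of infancy-onset rats, none of which passes, belong to miR-1298 (log2 fold change -2.40, standard error 0.69, p = 0.00202), miR-148b-5p (1.20, 0.35, p = 0.00254), miR-182 (4.01, 1.18, p = 0.00268), miR-211-5p (2.88, 0.85, p = 0.00274) and miR-96-5p (4.25, 1.26, p = 0.00276), each with an adjusted p of 0.244. miR-148b-5p has 9.1 ± 3.42 CPM after SE in infancy against 3.87 ± 1.9 in controls, and 7 of 10 SE rats lie above all 9 controls. Without library 3-S22 the values of miR-182, miR-211-5p and miR-96-5p in infancy-onset rats are 0.02, 0.23 and -0.42, and without 3-S37 that of miR-1298 is -0.35.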

**FIGURE 1:**
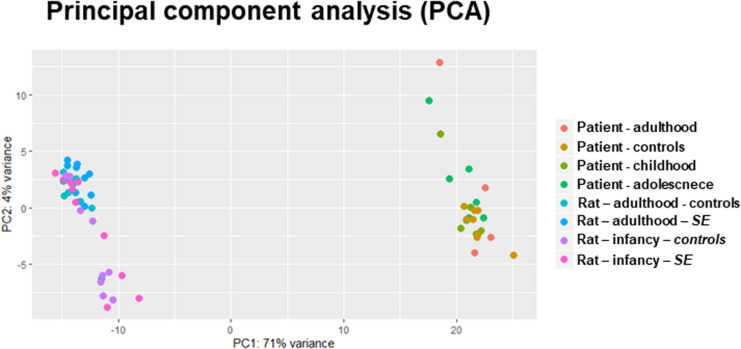
PCA of whole-miRNome expression in rats and humans. The PCA is a transformation technique to describe the variation of miRNA expression (normalized read counts) and thus can detect the correlation and clustering in data. Our PCA plot indicates distinctive miRNA expression between patients and rat models of epilepsy.

The basic concept suggests that the presence of seizures in childhood and adolescence could affect the miRNA expression profile and thus potentially introduce a defect in brain development (reviewed in Henshall, 2014; Rao and Pak, 2016). For this reason, we categorized and analyzed patient data in four categories based on their epilepsy onset age: (a) all patients together; (b) the first unprovoked seizure before the age of 10 (childhood); (c) between the 10th and 19th years (adolescent); and (d) at the age of 20 or later (adult onset).

The differential expression analysis of patients without respect to the first seizure was described in our previous study (Bencurova et al., 2017) and was focused on the detection of dysregulated miRNAs in mTLE/HS patients whose age of the first unprovoked seizure was from 2 to 44 years. This group included mainly miRNAs previously associated with epilepsy, while nine of them have been described in epilepsy for the first time (Bencurova et al., 2017). Next, we searched in our MPS datasets for differentially expressed miRNAs in patients with the TLE onset between the ages of 2 and 9 years and discovered 123 miRNAs significantly dysregulated in patients. In the adolescence-onset category, 130 miRNAs were significantly dysregulated in TLE. The category with onset age above 20 contained 80 dysregulated miRNAs (Supplementary Table S2). Of note, 49 miRNAs were significantly dysregulated in all age categories (Figure 2).

**FIGURE 2:**
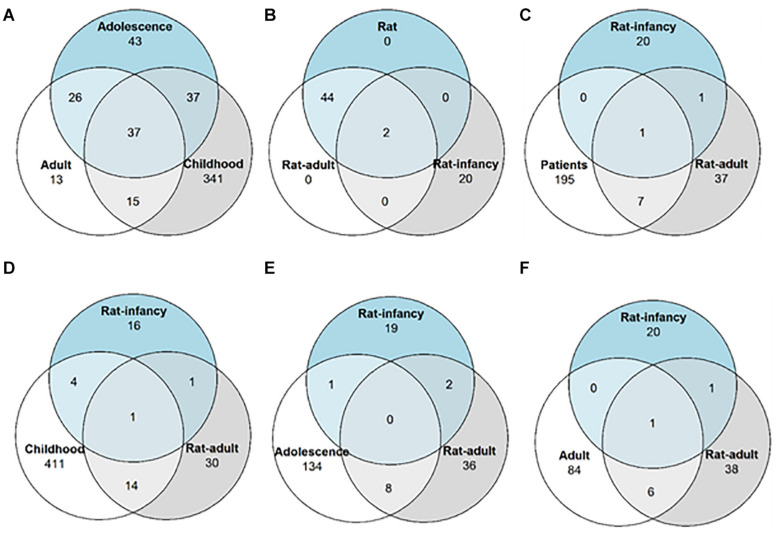
Differentially expressed miRNA distribution across TLE onset stages. Venn diagrams showing the number of overlapping miRNAs with altered expression among **(A)** patients with different epilepsy onset ages; **(B)** both the rat model with different onset age and the rat model without onset age categorization; **(C)** patients without categorization and two rat models with different onset ages; **(D)** patients with epilepsy onset in infancy and both rat models of onset age; **(E)** patients with epilepsy onset in adolescence and both rat models of onset age; and **(F)** patients with epilepsy onset in adulthood and both rat models of onset age.

Since all patients underwent surgery in adulthood, the period between epilepsy onset and sample collection differed among childhood-onset (mean = 33.2 years, *SD* = 10.3), adolescent-onset (mean = 23 years, *SD* = 9.3), and adult-onset (mean = 11 years, *SD* = 11.9) categories. The duration of epilepsy might have affected the expression of detected miRNA, and correlations were found between the expression of miR-142-3p, miR-135a-5p, and miR-484 with the duration of epilepsy, but their effects were low, as displayed in Supplementary Figures S2, S4.

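With both onset ages taken together, 10 miRNAs changed 3 months after SE, 6 up and 4 down (20 SE rats, 19 controls). miR-211-5p (log2 fold change 2.25, standard error 0.49, adjusted p = 0.00659), miR-155-5p (1.17, 0.27, adjusted p = 0.00723), miR-24-2-5p (0.67, 0.16, adjusted p = 0.0115), miR-146a-5p (0.64, 0.17, adjusted p = 0.025), miR-135a-5p (0.63, 0.14, adjusted p = 0.00723) and miR-16-5p (0.30, 0.08, adjusted p = 0.0472) rose. miR-1298 (-2.64, 0.54, adjusted p = 0.00633), miR-448-3p (-2.24, 0.48, adjusted p = 0.00659), miR-1912-3p (-2.32, 0.63, adjusted p = 0.0305) and miR-187-3p (-0.60, 0.16, adjusted p = 0.0261) fell. The genes of miR-1298, miR-448-3p and miR-1912-3p lie inside Htr2c, the serotonin receptor 2C gene on the rat X chromosome, together with Mir764 and Mir3552. miR-1298 is at 1415 ± 3615 CPM in adult-onset controls and 201 ± 59.3 after SE, and miR-448-3p at 155 ± 345 CPM in infancy-onset controls and 34.6 ± 9.54 after SE. miR-16-5p is at 1862 and 2516 ± 342 CPM in adult-onset controls and SE rats. The fit holds onset age as a covariate, and 26 of 442 miRNAs pass the study's thresholds, 11 up and 15 down. A call over both ages need not hold at each age. For miR-146a-5p 10 of 10 adult-onset and 4 of 10 infancy-onset SE rats lie above the control median. miR-187-3p is at -1.06 in adult-onset and -0.15 in infancy-onset rats, while miR-135a-5p is at 0.64 and 0.56. The calls of the 3 miRNAs inside Htr2c end without control libraries 3-S13 and 3-S37, in which they are many times higher than in the other controls, and under DESeq2 and limma voom with sample weights, and that of miR-16-5p ends without any of 29 single libraries, that of miR-146a-5p without 3-S13, 3-S18, 3-S29 or 3-S37, and that of miR-187-3p without 3-S3, 3-S13 or 3-S38. The call of miR-1912-3p also ends without SE library 3-S3, 3-S14 or 3-S17. limma-trend on the normalized reads calls none of the 10, and miR-211-5p is at 0.92 without 3-S22.

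**Figure D2:**
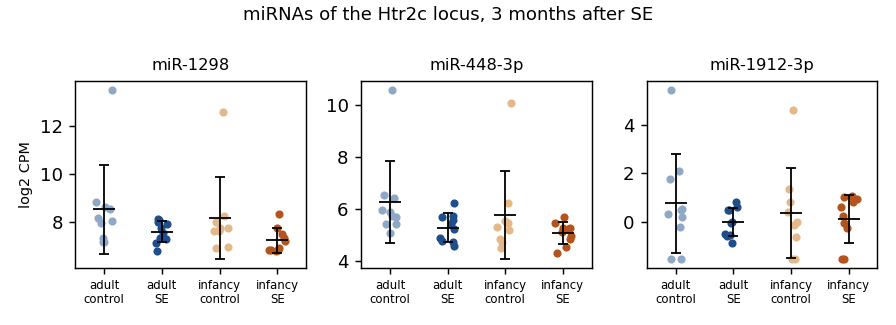
log2 CPM of miR-1298, miR-448-3p and miR-1912-3p in the 4 chronic-stage groups, 1 point per rat, bars mean ± SD. The highest control points are 3-S13 (adult-onset) and 3-S37 (infancy-onset).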

DESeq2 analysis of all rat samples combined identified 19 miRNAs differentially expressed in the post-SE rat (*p* < 0.05, minimal fold change of 1.4 with read count over 500 across all samples). When categorized by the onset age, 42 miRNAs showed altered expression in adult-onset and 12 in the infancy-onset model of TLE (Figure 2). However, only rno-miR-24-2-5p and miR-135a-5p were upregulated in both age groups (Supplementary Table S3; submitted manuscript).

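After adjustment 6 miRNAs pass in adult-onset rats. In the 10 rats with SE at postnatal day 60, miR-146a-5p rose by 1.08 on the log2 scale (standard error 0.20, adjusted p = 0.00598), from 75.3 ± 19.4 to 165 ± 49.4 CPM, and miR-155-5p by 1.52 (0.34, adjusted p = 0.0166), from 6.77 to 20.3 ± 14.9 CPM. miR-211-5p rose by 1.53 (0.35, adjusted p = 0.0166) and miR-135a-5p by 0.64 (0.14, adjusted p = 0.0151). miR-187-3p fell by 1.06 on the log2 scale (0.23, adjusted p = 0.0151), from 94.9 ± 39.9 to 47.5 ± 10.8 CPM, and miR-7b fell by 0.95 (0.23, adjusted p = 0.0295), to 1599.7 ± 637 CPM. For each of the first 5 all 10 SE rats lie on the same side of the control median, and 9 of 10 do for miR-7b. In infancy-onset rats, where 0 miRNAs pass adjustment, the same values are 0.13 (standard error 0.22) for miR-146a-5p, 0.72 (0.37) for miR-155-5p, -0.15 (0.18) for miR-187-3p, 0.04 (0.16) for miR-7b, 0.56 (0.26) for miR-135a-5p and, without 3-S22, 0.23 for miR-211-5p, whose value with that library is 2.88 (0.85). The call of miR-7b ends without any of 10 single libraries, and that of miR-211-5p without 3-S17 or in a fit of all 4 groups (adjusted p = 0.243).
miR-212-3p, miR-203a-3p and let-7b-3p of Tables 1 and 2 come just short of adjustment in adult-onset rats, as do miR-1298 (-2.92, standard error 0.77, adjusted p = 0.0584), miR-448-3p (-2.42, 0.66, adjusted p = 0.0598), miR-183-5p (-3.25, 0.90, adjusted p = 0.0598), miR-1912-3p (-3.07, 0.86, adjusted p = 0.0618) and miR-16-5p (0.38, 0.11, adjusted p = 0.0627). Without 3-S13 the values of miR-1298, miR-448-3p and miR-1912-3p are -0.47, -0.53 and -0.76, and without 3-S12 that of miR-183-5p is -0.63. At the study's thresholds 20 miRNAs are higher and 24 lower after SE in adulthood, and 11 and 6 after SE in infancy, but the order of the ages turns with limma voom (45 and 104) and without 3-S22, 3-S24 and 3-S37 (57 in infancy-onset rats).
Among lists of miRNAs set by cell type, locus or family, 6 pass in adult-onset rats, besides that of Table 1, a number that other splits of the same rats reach as well (7 lists in all, highest other 8, 7 of 100 splits with as many), so that chance cannot be excluded for it. The microglia and myeloid list is 1 of them. All 6 of its measured members are higher (median 0.63, 2 up and 0 down, 4 adjusted over the list alone, camera adjusted p = 1.55e-06, adjusted p = 0.000634 with an estimated correlation), among them miR-223-3p (0.39) and miR-150-5p (0.40, standard error 0.13). The reactive glia list has 6 members higher and 1 lower (median 0.39, 2 up, 3 up and 1 down over the list alone, adjusted p = 0.000389, adjusted p = 0.0385 with an estimated correlation), with miR-21-5p at 0.36 and miR-146b-5p at -0.38, and it shares miR-146a-5p, miR-155-5p and miR-223-3p with the microglia list. The miR-17~92 family has all 9 members higher (median 0.37, 0 called, 2 over the list alone, adjusted p = 0.000288, adjusted p = 0.0506 with an estimated correlation), led by miR-17-5p (0.56, 0.20) and miR-20a-5p (0.48, 0.17). The miR-23a27a24-2 cluster has all 5 higher (median 0.51, 0 called, 2 over the list alone, adjusted p = 0.0011, adjusted p = 0.0671 with an estimated correlation), with miR-23a-3p at 0.51 (0.18) and miR-27a-3p at 0.32 (0.15). Of the activity-regulated list, 4 are higher and 2 lower (median 0.40, 0 called, 3 over the list alone, adjusted p = 0.0423, adjusted p = 0.263 with an estimated correlation), with miR-212-5p at 0.54 (0.19) and miR-132-5p at 0.37 (0.15). The Dlk1-Dio3 cluster is the list that moved down, with 61 of 63 members lower (median -0.25, 0 called, 0 over the list alone, adjusted p = 3.48e-07, adjusted p = 0.00624 with an estimated correlation), among them miR-382-5p (-0.43, 0.15) and miR-369-3p (-0.35, 0.13). The median over all 442 miRNAs is itself below 0, at -0.09.
In infancy-onset rats only the miR-23a27a24-2 cluster passes, with 5 of 5 higher (median 0.60, 0 called, 1 over the list alone, adjusted p = 0.0443, adjusted p = 0.517 with an estimated correlation). This cluster holds miR-24-2-5p, which the paper names as upregulated at both ages in these rats. The result of the list is therefore not independent evidence at either age. Of 100 splits of the infancy-onset rats, the real one included, 50 pass as many lists, so chance cannot be excluded. Among these rats miR-24-3p is at 0.60 and miR-27a-5p at 0.62, while the microglia list is at 0.12 (adjusted p = 0.689), the reactive glia list at 0.13 (0.324) and the Dlk1-Dio3 cluster at 0.06 (0.25). Neuronal miRNAs of adult-onset rats do not pass as a list (2 higher and 8 lower, median -0.23, 0 called, 1 up and 3 down over the list alone, adjusted p = 0.0845), though miR-7a-5p (-0.80, 0.23), miR-218a-5p (-0.63, 0.19) and miR-138-5p (-0.54, 0.18) have unadjusted p values under 0.05. Vessel wall miRNAs are higher in 6 of 6 there (median 0.27, adjusted p = 0.0582). The hippocampus was taken whole, and levels per cell were not measured.

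**Figure D3:**
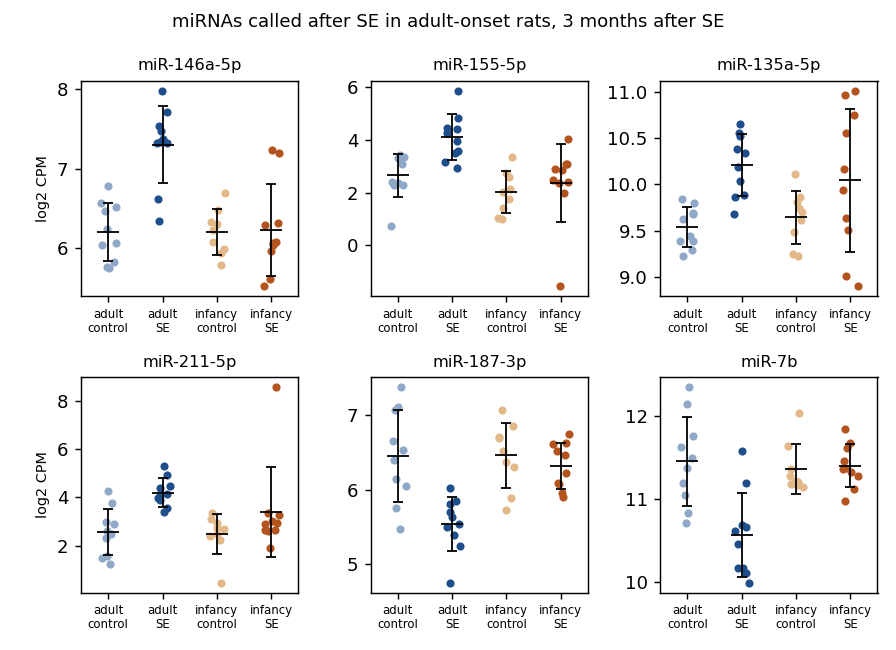
log2 CPM of the 6 miRNAs that changed in adult-onset rats, shown in all 4 chronic-stage groups, 1 point per rat, bars mean ± SD. n is 10, 10, 10 and 9 (infancy-onset controls).

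**Figure D4:**
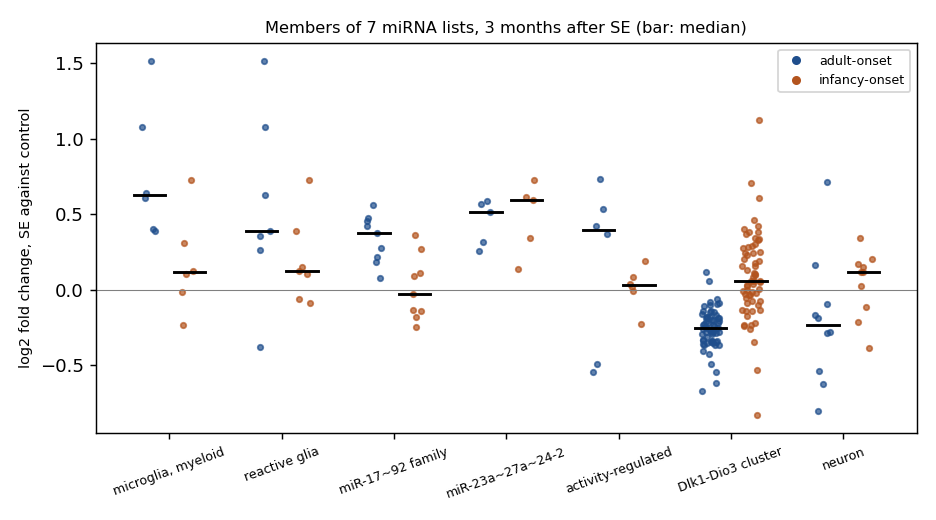
log2 fold change after SE of each measured member of 7 lists, adult-onset beside infancy-onset, bars medians. In adult-onset rats the medians run from 0.63 (microglia) to -0.25 (Dlk1-Dio3 cluster).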

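miR-24-2-5p is higher after SE at both ages. It has 134 ± 41.6 CPM in adult-onset controls and 207 ± 73.2 after SE (log2 fold change 0.57, standard error 0.21, p = 0.0112, adjusted p = 0.141, 9 of 10 SE rats above the control median), and 107 ± 30.7 against 175 ± 75.9 CPM in infancy-onset rats (0.73, 0.25, p = 0.00765, adjusted p = 0.423, 7 of 10). miR-135a-5p goes from 749.5 ± 113 to 1213 ± 272 CPM in adult-onset rats, with 9 of 10 SE rats above every control, and stands at 814 ± 162 and 1194 ± 596 CPM in infancy-onset rats (0.56, 0.26, p = 0.041, adjusted p = 0.776, 6 of 10). The difference between the ages was tested as an interaction, at -0.08 for miR-24-2-5p (0.32, p = 0.796) and 0.14 for miR-135a-5p (0.29, p = 0.632). In a fit of the 4 groups together the adult-onset rise of miR-135a-5p has an adjusted p of 0.0612.
The 44 and 17 miRNAs past the study's thresholds share 8, where 1.69 are expected (hypergeometric p = 6.36e-05). Besides these 2 they are miR-211-5p, up at both ages, miR-448-3p and miR-1298, down at both, and miR-183-5p, miR-182 and miR-96-5p, which have opposite signs at the 2 ages. Without 3-S22 the infancy-onset values of miR-211-5p, miR-183-5p, miR-182 and miR-96-5p lie between -0.42 and 0.23, and without 3-S12 the adult-onset values of the last 3 between -1.34 and -0.58. Those of miR-1298 and miR-448-3p are -0.47 and -0.53 in adult-onset rats without 3-S13, and -0.35 and -0.19 in infancy-onset rats without 3-S37, so 6 of the 8 rest on single libraries. With DESeq2 43 and 12 miRNAs pass the same thresholds and share 2, miR-24-2-5p and miR-135a-5p, where 1.17 are expected (hypergeometric p = 0.329).

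**Figure D5:**
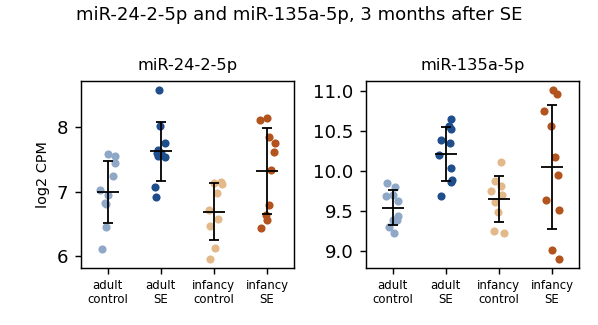
log2 CPM of miR-24-2-5p and miR-135a-5p in the 4 chronic-stage groups, 1 point per rat, bars mean ± SD. n is 10, 10, 10 and 9 (infancy-onset controls).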

To identify dysregulated miRNAs shared between patients and our animal model, we compared categorized rat miRNA profiles (infancy and adult onset) with data in each onset age category of patients. This comparison showed 19 miRNAs with significantly altered expression in both patients and TLE rats (Table 1), but seven of these miRNAs showed the opposite direction of regulation in rats compared with patients (Table 2). 

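In adult-onset rats the measured miRNAs of Table 1 have the sign of the patients' change, and those of Table 2 have the opposite sign. All 10 measured miRNAs of Table 1 have the patients' sign after SE in adulthood, 8 of them with an unadjusted p under 0.05, and 7 of 10 have it after SE in infancy, 2 with such a p (miR-135a-5p and miR-140-5p). Of the 7 miRNAs of Table 2, 0 have the patients' sign in adult-onset rats, where 4 have an unadjusted p under 0.05, and 1 has it in infancy-onset rats. The Table 1 list has 9 members higher and 1 (miR-539-5p) lower in adult-onset rats (median 0.63, 1 up and 0 down, 7 up and 1 down over the list alone, camera adjusted p = 1.55e-06), and is at 0.11 with 8 higher in infancy-onset rats (0 called, adjusted p = 0.153). The Table 2 list has a median of -0.37 in adult-onset rats (1 up and 1 down, 2 up and 1 down over the list alone), while camera puts it up (adjusted p = 0.892). Both lists were chosen on these samples, so their results are not independent evidence. miR-130b-3p and miR-490-5p of Table 1 have 200 and 295 reads in total, below the minimum of 500.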

The overlap between human miRNA profile and the combined ages of onset categories in the rat was minimal. miR-142-3p showed common dysregulation across all patient categories and rat adult-onset group, and miR-135a-5p was dysregulated in rats (both age groups) and patients with epilepsy onset in adulthood (Table 1). miR-142-5p was dysregulated in patients with epilepsy onset in infancy, adolescence, and patients without categorization (all onset ages). 

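miR-142-3p has 61.8 ± 35 CPM in adult-onset controls and 100.4 ± 70.3 after SE (log2 fold change 0.61, standard error 0.32, p = 0.0702, adjusted p = 0.356), with 9 of 10 SE rats above the control median and 1 above every control. Infancy-onset rats have 46.6 ± 22 CPM in controls and 56.6 ± 20.3 after SE (0.31, 0.26, p = 0.248, 7 of 10). Over all rats the change is 0.50 (0.22, p = 0.0256, adjusted p = 0.252), and the difference between the ages is 0.40 (0.43, p = 0.358). Without 3-S3, the highest SE rat, the adult-onset value is 0.29.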

Altogether, rats with SE in adulthood showed higher similarity with mTLE/HS patients in all categories, while the infancy-onset group corresponded with the human profile only in the case of miR-135a-5p and miR-140-5p (Figure 2).

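Taken over all 442 miRNAs, the change after SE in adulthood and the change after SE in infancy have a Spearman correlation of 0.166, above 87 of 99 other splits of the rats (highest other 0.345), and a Pearson correlation of -0.0078, and chance cannot be excluded. Of the 17 measured miRNAs of Tables 1 and 2, 10 have values above 0.60 in adult-onset rats. For let-7b-3p, miR-129-2-3p, miR-142-3p, miR-142-5p, miR-203a-3p and miR-484 among them infancy-onset rats have values between -0.06 and 0.31, for miR-212-3p -0.23, for miR-193a-5p and miR-135a-5p 0.44 and 0.56, and for miR-211-5p 2.88, or 0.23 without 3-S22. miR-135a-5p and miR-140-5p are the 2 of Table 1 with an unadjusted p under 0.05 in infancy-onset rats. The study concludes that adult-onset rats are closer to the patients. Differences between the ages were tested as interactions, and among the miRNAs of Table 1 the lowest p values are those of miR-203a-3p (0.75, standard error 0.25, p = 0.00445, adjusted p = 0.164) and let-7b-3p (0.69, 0.28, p = 0.0188). The miRNAs of both tables were chosen on these rats, most of those of Table 1 because they passed in adult-onset rats. Larger adult-onset values and low interaction p values among them follow in part from that choice. They are therefore not independent evidence for the study's conclusion.

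**Figure D6:**
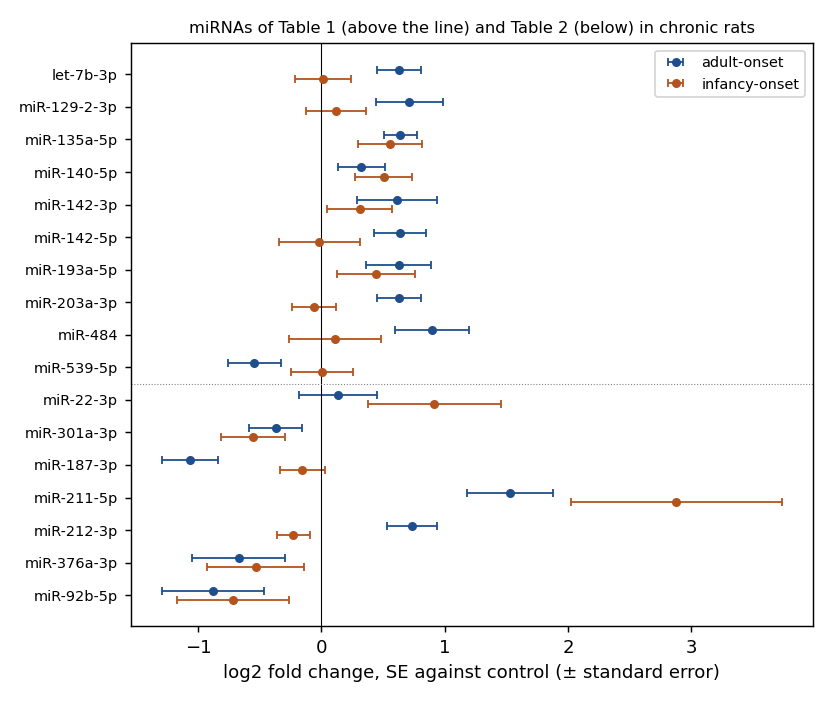
log2 fold change after SE ± standard error of the miRNAs of Table 1 (above the line) and Table 2 (below it), adult-onset (10 SE, 10 controls) beside infancy-onset (10 SE, 9 controls). let-7b-3p is at 0.63 and 0.01.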

**TABLE 1:** miRNA commonly dysregulated in mTLE/HS patients and TLE-like rats.

		**MPS**		**miQPCR**	
**miRNA**	**Age category**	***p*-value**	**Fold change**	***p*-value**	**Fold change**
**(A)**					
let-7b-3p	All onset ages	**0.047**	**1.73**	0.070	1.28
	2–9 years (childhood)	0.105	1.68	0.275	1.25
	10–19 years (adolescence)	**0.027**	**2.53**	**0.042**	**1.46**
	≥ 20 years (adult)	0.266	**2.32**	0.794	1.06
miR-129-2-3p	All onset ages	**0.000**	**3.19**	**0.006**	**2.12**
	2–9 years (childhood)	**0.000**	**4.11**	**0.002**	**2.60**
	10–19 years (adolescence)	**0.000**	**4.12**	**0.008**	**2.18**
	≥ 20 years (adult)	**0.000**	**3.10**	**0.034**	**2.34**
miR-130b-3p	All onset ages	**0.005**	**−1..07**	0.053	**1.49**
	2–9 years (childhood)	0.062	**−1..38**	0.166	**1.52**
	10–19 years (adolescence)	0.063	**−1..33**	0.076	**1.62**
	≥ 20 years (adult)	**0.000**	**−1..45**	0.566	1.24
miR-135a-5p	All onset ages	**0.000**	**1.61**	0.114	**1.50**
	2–9 years (childhood)	0.151	**1.42**	0.687	1.13
	10–19 years (adolescence)	0.099	**1.54**	**0.046**	**1.73**
	≥20 years (adult)	**0.026**	**1.75**	0.209	**1.69**
miR-140-5p	All onset ages	0.105	1.05	0.180	1.27
	2–9 years (childhood)	**0.012**	1.38	0.665	1.10
	10–19 years (adolescence)	**0.013**	**1.41**	**0.013**	**1.57**
	≥20 years (adult)	0.889	–1.27	0.872	1.04
miR-142-3p	All onset ages	**0.000**	**3.22**	**0.003**	**2.53**
	2–9 years (childhood)	**0.000**	**2.09**	**0.010**	**2.46**
	10–19 years (adolescence)	**0.000**	**2.42**	**0.010**	**2.46**
	≥20 years (adult)	**0.000**	**2.19**	**0.035**	**2.14**
miR-142-5p	All onset ages	**0.000**	**2.66**	**0.004**	**2.34**
	2–9 years (childhood)	**0.001**	**2.10**	**0.010**	**2.68**
	10–19 years (adolescence)	**0.006**	**1.87**	**0.009**	**2.77**
	≥ 20 years (adult)	**0.002**	**1.90**	**−**	**−**
miR-193a-5p	All onset ages	**0.011**	**1.63**	**0.000**	**2.46**
	2–9 years (childhood)	**0.004**	**1.84**	0.137	**1.56**
	10–19 years (adolescence)	**0.010**	**1.83**	**0.036**	**2.21**
	≥ 20 years (adult)	0.098	**1.59**	0.456	–1.21
miR-203a-3p	All onset ages	**0.003**	**1.79**	**0.000**	**2.20**
	≥ 20 years (adult)	0.302	1.14	0.068	**1.78**
	2–9 years (childhood)	**0.000**	**1.99**	**0.032**	**1.95**
	10–19 years (adolescence)	**0.002**	**1.97**	**0.001**	**2.62**
miR-484	All onset ages	0.013	1.05	0.025	**2.54**
	2–9 years (childhood)	0.004	1.34	0.151	**2.79**
	10–19 years (adolescence)	0.008	**1.40**	0.214	**2.16**
	≥ 20 years (adult)	0.002	**1.46**	0.169	**3.02**
miR-490-5p	All onset ages	0.041	1.07	0.916	1.03
	2–9 years (childhood)	0.103	1.13	0.987	1.01
	10–19 years (adolescence)	0.021	1.38	0.450	1.28
	≥ 20 years (adult)	0.002	**1.44**	0.290	–1.39
miR-539-5p	All onset ages	0.025	**−1..53**	0.182	**2.25**
	2–9 years (childhood)	0.001	**−1..73**	0.378	**2.64**
	10–19 years (adolescence)	0.000	**−1..86**	0.431	**2.07**
	≥ 20 years (adult)	0.433	–1.19	0.537	**2.13**
**(B)**					
let-7b-3p	All onset ages	0.133	1.39	0.920	**−1..01**
	P12 (infant)	0.948	**−1..01**	0.811	**−1..05**
	P60 (adult)	**0.001**	**1.58**	0.886	1.02
miR-129-2-3p	All onset ages	**0.025**	1.23	0.102	1.13
	P12 (infant)	0.657	1.09	0.177	1.12
	P60 (adult)	**0.005**	**1.66**	0.182	1.15
miR-130b-3p	all onset ages	**0.001**	**−2.07**	0.770	**−1..05**
	P12 (infant)	0.571	**−1..25**	0.664	1.12
	P60 (adult)	**0.002**	**−3.48**	0.120	**−1..24**
miR-135a-5p	All onset ages	**0.000**	**1.50**	0.093	1.23
	P12 (infant)	**0.007**	**1.46**	0.211	**1.49**
	P60 (adult)	**0.001**	**1.58**	0.314	1.16
miR-140-5p	All onset ages	**0.014**	**1.40**	0.722	**−1..02**
	P12 (infant)	**0.018**	**1.42**	0.224	1.11
	P60 (adult)	0.099	1.27	0.100	**−1..17**
miR-142-3p	All onset ages	**0.040**	1.23	0.716	**−1..03**
	P12 (infant)	0.312	1.24	0.742	1.04
	P60 (adult)	**0.040**	**1.54**	0.332	**−1..09**
miR-142-5p	All onset ages	0.075	1.36	**−**	–
	P12 (infant)	0.989	**−1..00**	0.109	**1.56**
	P60 (adult)	**0.012**	**1.58**	**0.010**	**2.81**
miR-193a-5p	All onset ages	**0.008**	1.24	0.753	**−1..07**
	P12 (infant)	0.152	1.33	**0.000**	**−1..65**
	P60 (adult)	**0.026**	**1.58**	0.145	**1.45**
miR-203a-3p	All onset ages	**0.018**	1.24	0.904	1.01
	P12 (infant)	0.711	**−1..05**	0.630	**−1..09**
	P60 (adult)	**0.000**	**1.57**	0.368	1.11
miR-484	All onset ages	0.057	**1.51**	0.121	1.23
	P12 (infant)	0.754	1.08	0.579	**1.51**
	P60 (adult)	**0.009**	**1.87**	**0.023**	**1.53**
miR-490-5p	All onset ages	0.460	1.09	0.113	**−1..23**
	P12 (infant)	0.471	**−1..27**	**0.001**	**−1..58**
	P60 (adult)	**0.039**	**1.99**	0.733	1.04
miR-539-5p	All onset ages	0.081	**−1..09**	**0.017**	**−1..22**
	P12 (infant)	0.960	1.01	0.563	**−1..06**
	P60 (adult)	**0.028**	**−1..43**	**0.000**	**−1..41**

*List of miRNAs with altered expression determined by MPS and their miQPCR validation in **(A)** mTLE/HS patients and **(B)** rats 3 months after SE. miRNAs are displayed for each analyzed onset age category and all samples per species together (altogether 12 unique miRNAs). p-values below 0.05 are in bold. 

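Of the other miRNAs of the table, let-7b-3p goes from 31.7 ± 9.2 to 50.3 ± 13.7 CPM after SE in adulthood (standard error 0.18, p = 0.00182, adjusted p = 0.0618) and miR-203a-3p from 59.4 ± 20.8 to 95.6 ± 20.1 CPM (log2 fold change 0.63, 0.18, p = 0.00149, adjusted p = 0.0598), each with all 10 SE rats above the control median. miR-484 goes from 46.9 ± 23.2 to 90.1 ± 23.5 CPM (0.90, 0.30, p = 0.00639, adjusted p = 0.123, 10 of 10). miR-193a-5p has 5.74 ± 2.55 and 9.49 ± 3.01 CPM (0.63, 0.27, p = 0.0271), and miR-539-5p, the only one lower, 245 ± 116 and 178 ± 24.1 CPM (-0.54, 0.22, p = 0.0187, adjusted p = 0.191, 10 of 10 below the control median). In infancy-onset rats let-7b-3p is at 67.3 ± 22.6 CPM in controls and 67.9 ± 22.1 after SE, miR-203a-3p at 54.6 ± 15.5 and 51.8 ± 9.08, miR-484 at 76.3 ± 45.7 and 81.8 ± 45.8, miR-193a-5p at 10.7 ± 4.01 and 15.6 ± 10.1 (0.44, 0.32, p = 0.177) and miR-539-5p at 157 ± 50.4 and 155 ± 78.5. Without 3-S7 the adult-onset value of miR-539-5p is -0.32.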

Fold changes < −1.4 or > 1.4 are in bold. Empty cells indicate impossibility to analyze miRNA expression due to high Ct values (>32) in miQPCR.*

**TABLE 2:** miRNA with opposite dysregulation in mTLE/HS patients and TLE-like rats.

	**Human mTLE + HS**				**Rat 3 months after SE**		
**First seizure**	**miRNA**	***p*-value**	**FC**	**Age at SE**	**miRNA**	***p*-value**	**FC**
All onset ages	miR-22-3p	**	–1.52	All onset ages	miR-187-3p	**	–1.48
	miR-301a-3p	**	2.22		miR-211-5p	**	1.83
2–9 years (childhood)	miR-22-3p	**	–1.81		miR-301a-3p	**	–1.33
	miR-301a-3p	**	1.79		miR-376a-3p	*	–1.34
10–19 years (adolescence)	miR-187-3p	*	1.73		miR-92b-5p	*	–1.37
	miR-211-5p	**	–3.29	P12 (infant)	miR-22-3p	*	1.89
	miR-212-3p	**	–2.22		miR-301a-3p	*	–1.46
	miR-22-3p	**	–1.83	P60 (adult)	miR-187-3p	**	–2.05
	miR-301a-3p	**	1.91		miR-212-3p	**	1.69
*≥20 years (adult)*	miR-301a-3p	**	2.26				
	miR-211-5p	**	–4.96				
	miR-376a-3p	**	1.97				
	miR-92b-5p	*	2.00				

List of miRNAs with altered expression (**p-value < 0.01; *p-value < 0.05; fold change over 1.4) with an opposite trend of dysregulation in mTLE/HS patients and rats 3 months after SE screened by MPS. miRNAs are displayed for each analyzed onset age category and all samples per species together (altogether seven unique miRNAs). 

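In rats miR-211-5p and miR-187-3p are the 2 miRNAs of this table that changed, and miR-212-3p stands next. After SE in adulthood miR-211-5p goes from 6.93 ± 5.25 to 19.5 ± 8.8 CPM, and all 10 SE rats lie above the control median. In infancy-onset rats it has 5.9 ± 2.52 CPM in controls and 43.9 ± 117 after SE, a mean that rests on 3-S22, without which the log2 fold change is 0.23. miR-187-3p is below the control median in 10 of 10 adult-onset SE rats, and infancy-onset rats have 91.3 ± 26.3 CPM in controls and 81.2 ± 17.3 after SE. miR-212-3p has 131 ± 23 and 227 ± 112 CPM in adult-onset rats (0.73, standard error 0.20, p = 0.00142, adjusted p = 0.0598) and 181 ± 20.9 and 154 ± 25.1 in infancy-onset rats (-0.23, 0.14, p = 0.111).
The other 4 do not pass at either age. miR-22-3p has 1707 ± 1450.1 CPM in infancy-onset controls and 3222 ± 2619.6 after SE (0.92, 0.54, p = 0.103), with 7 of 10 SE rats above the control median, and 3201 ± 1999.9 and 3709.6 ± 2109 in adult-onset rats (0.14, 0.31, p = 0.669). miR-301a-3p has 142 ± 43.7 and 95.8 ± 55.8 CPM in infancy-onset rats (-0.55, 0.26, p = 0.0432, adjusted p = 0.776), and -0.37 (0.21, p = 0.097) in adult-onset rats. miR-376a-3p is at -0.67 (0.37, p = 0.0854) and -0.53 (0.39, p = 0.186) after SE in adulthood and infancy, and miR-92b-5p at -0.88 (0.41, p = 0.0438) and -0.72 (0.45, p = 0.128). Without 3-S7 the adult-onset values of miR-301a-3p and miR-92b-5p are -0.10 and -0.30, and without 3-S10 that of miR-376a-3p is -0.20.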

FC—differential expression fold change.

In patient samples, miQPCR validated the dysregulation of miR-129-2-3p and miR-142-3p across all onset categories in patients, and let-7b-3p, miR-135-5p, and miR-140-5p increased in patients with TLE onset in adolescence (Table 1). Further, miQPCR confirmed increased expressions of miR-142-5p, miR-193-5p, and miR-203a-3p in one or more onset groups in patients along with the group without onset categorization. In the rat samples, miQPCR validated three out of 12 miRNAs, which overlapped with patients in their altered expression in TLE in our sequencing results: miR-142-5p, miR-484, and miR-539-5p in the adult-onset group.

### Putative Targets of Dysregulated miRNAs

The MirTarget search tool (miRDB-MicroRNA Target Prediction And Functional Study Database) produced a list of putative mRNA targets of all identified miRNAs with shared dysregulation in SE animals and mTLE + HS patients. Table 3 shows brain-function-related targets with a target score of 90 or higher for humans and rats. Among the genes targeted in humans, the most frequent are potassium channels regulated by five miRNAs (miR-130b-3p, miR-135a-5p, miR-129-2-3p, miR-539-5p, and miR-484), followed by semaphorins and solute carriers of various molecules targeted by let-7b-3p and miR-135a-5p, miR-142-5p, and miR-539-5p. Solute carriers stand out also among mRNA targets in rats with the same number of miRNAs involved in their regulation (let-7b-3p and miR-135a-5p, miR-142-5p, and miR-203a-3p). Unlike those in humans, calcium and sodium channels occur more frequently among targets than potassium channels, which are regulated only by miR-135a-5p in rats.

**TABLE 3:** Predicted targets of miRNA commonly dysregulated in human and rat TLEs.

**miRNA**	**Human**		**Rat**	
	**Gene**	**Product**	**Gene**	**Product**
let-7b-3p	BDNF	Brain-derived neurotrophic factor	BDNF	Brain-derived neurotrophic factor
	CACNA1C	Calcium voltage-gated channel subunit alpha 1 C	GLS	Glutaminase
	CAMTA1	Calmodulin binding transcription activator 1	NPY1R	Neuropeptide Y receptor Y1
	CARF	calcium responsive transcription factor	SCN7a	Sodium voltage-gated channel alpha subunit 7
	CEPT1	Choline/ethanolamine phosphotransferase 1	SLC18A2	Solute carrier family 18 member A2 (monoamines)
	GABRG1	Gamma-aminobutyric acid type A receptor gamma 1 subunit	SYNGR3	Synaptogyrin 3 (synaptic vesicles)
	GLS	Glutaminase		
	GPR37	G protein-coupled receptor 37		
	GRM5	Glutamate metabotropic receptor 5		
	MNX1	Motor neuron and pancreas homeobox 1		
	NBEA	Neurobeachin (neuron specific post-Golgi membrane traffic)		
	NEUROG2	Neurogenin 2 (differentiation and survival of dopaminergic neurons)		
	NGDN	Neuroguidin (development of nervous system)		
	NLGN1	Neuroligin 1 (formation and remodeling of synapses)		
	NPY	Neuropeptide Y		
	NRP2	Neuropilin 2 (axon guidance)		
	PSD2	Pleckstrin and Sec7 domain containing 2 (endocytosis)		
	SCAMP1	Secretory carrier membrane protein 1		
	SEMA3C	semaphorin 3C		
	SLC18A2	Solute carrier family 18 member A2 (monoamines)		
	SLC6A17	Solute carrier family 6 member 17 (presynaptic uptake of most neurotransmitters)		
	SLC6A4	Solute carrier family 6 member 4 (serotonin)		
	SNCAIP	synuclein alpha interacting protein		
	SYNGR3	Synaptogyrin 3 (synaptic vesicles)		
	TVP23B, C	*Trans*-Golgi network vesicle protein 23 homolog B and C		
	VAPA	VAMP-associated protein A		
miR-129-2-3p	GABRA1	Gamma-aminobutyric acid type A receptor alpha 1 subunit	GABRA1	Gamma-aminobutyric acid (GABA) A receptor, alpha 1
	KCNB1	Potassium voltage-gated channel subfamily B member 1	SCN3B	Sodium channel, voltage-gated, type III, beta
	MPZL1	Myelin protein zero like 1		
	NPTN	Neuroplastin (synaptic membrane Ig)		
	SACS	Sacsin molecular chaperone		
	SCN3B	Sodium voltage-gated channel beta subunit 3		
miR-130b-3p	CLCN3	Chloride voltage-gated channel 3	CLCN3	Chloride voltage-gated channel 3
	CLTC	Clathrin heavy chain	NEUROG1	Neurogenin 1
	GJA1	Gap junction protein alpha 1		
	KCNA4	Potassium voltage-gated channel subfamily A member 4		
	NEUROG1	Neurogenin 1		
	RTN1	Reticulon 1 (neuroendocrine secretion)		
	STON2	Stonin 2 (clathrin-associated)		
	SYBU	Syntabulin (axonal transport)		
miR-135a-5p	CACNA1D	Calcium voltage-gated channel subunit alpha 1 D	CACNA1D	Calcium channel, voltage-dependent, L type, alpha 1D subunit
	CACNA1E	Calcium voltage-gated channel subunit alpha 1 E	CPLX1	Complexin 1 (binding SNARE, synaptic transport)
	CPLX1	Complexin 1 (synaptic vesicles)	KCNAB3	Potassium voltage-gated channel subfamily A regulatory beta subunit 3
	CPLX2	Complexin 2 (synaptic vesicles)	KCND1	Potassium voltage-gated channel subfamily D member 1
	GRIA3	Glutamate ionotropic receptor AMPA type subunit 3	KCNJ6	Potassium voltage-gated channel subfamily J member 6
	GRID2	Glutamate ionotropic receptor delta type subunit 2	KCNS3	Potassium voltage-gated channel, modifier subfamily S, member 3
	KCNAB3	Potassium voltage-gated channel subfamily A regulatory beta subunit 3	NTNG1	Netrin G1 (axon guidance)
	KCNB1	Potassium voltage-gated channel subfamily B member 1	SLC24A2	Solute carrier family 24 member 2 (calcium/cation antiporter)
	KCNN3	Potassium calcium-activated channel subfamily N member 3	SLC5A7	Solute carrier family 5 (sodium/choline cotransporter), member 7
	KCNQ5	Potassium voltage-gated channel subfamily Q member 5	SLC6A5	Solute carrier family 6 member 5 (glycine)
	KCNS3	Potassium voltage-gated channel modifier subfamily S member 3	SYT3	Synaptotagmin 3
	NTNG1	Netrin G1 (axon guidance)	TNPO1	Transportin 1
	SEMA3A	Semaphorin 3A		
	SLC24A2	Solute carrier family 24 member 2 (calcium/cation antiporter)		
	SLC9A9	Solute carrier family 9 member A9 (sodium/proton exchanger)		
	SV2B	Synaptic vesicle glycoprotein 2B		
	SYT2	Synaptotagmin 2		
	SYT3	Synaptotagmin 3		
miR-140-5p	-		–	
miR-142-3p	CLDN12	Claudin 12 (tight junctions)	–	
	CLOCK	Clock circadian regulator		
	CLTA	Clathrin light chain A		
miR-142-5p	CBLN4	Cerebellin 4 precursor (synapse development)	NEDD1	Neural precursor cell expressed, developmentally downregulated 1
	CNTN1	Contactin 1 (neuronal adhesion)	SEPT2	Septin 2 (axon growth)
	NENF	Neudesin neurotrophic factor	SLC12A1	Solute carrier family 12 (sodium/potassium/chloride transporter), member 1
	SACS	Sacsin molecular chaperone	SLCO1B2	Solute carrier organic anion transporter family, member 1B2
	SLC12A2	Solute carrier family 12 member 2 (sodium, chloride reabsorption)		
	SLC18A2	Solute carrier family 18 member A2 (monoamines)		
	SLC24A2	Solute carrier family 24 member 2 (calcium/cation antiporter)	-	
miR-193a-5p	CLCA2	Chloride channel accessory 2	CACNB4	Calcium voltage-gated channel auxiliary subunit beta 4
	NETO2	Neuropilin and tolloid like 2 (axon guidance)		
miR-203a-3p	CAB39	Calcium binding protein 39	CACNA2D1	Calcium voltage-gated channel auxiliary subunit alpha 2 delta 1
	CLSTN3	Calsyntenin 3 (calcium-mediated postsynaptic signals)	GABARAPL1	GABA type A receptor associated protein like 1
	MYEF2	Myelin expression factor 2	GABRA1	Gamma-aminobutyric acid type A receptor alpha 1 subunit
	NOCT	Nocturnin (circadian rhythm)	SCN2A	Sodium voltage-gated channel alpha subunit 2
	OLFM3	Olfactomedin 3	SEMA5A	Semaphorin 5A (axon guidance)
	PSD3	Pleckstrin and Sec7 domain containing 3 (endocytosis)	SLC12A2	Solute carrier family 12 member 2 (Na/K/2Cl cotransporter)
	SEMA5A	Semaphorin 5A (axon guidance)	SLC9A5	Solute carrier family 9 member A5 (Na^+^/H^+^)
	SGMS2	Sphingomyelin synthase 2		
miR-484	KCNJ14	Potassium voltage-gated channel subfamily J member 14		
	TNR	Tenascin R (axon growth)		
miR-490-5p	-		-	
miR-539-5p	GABRA4	Gamma-aminobutyric acid type A receptor alpha 4 subunit	NELL2	Neural EGFL like 2
	KCNB1	Potassium voltage-gated channel subfamily B member 1	SEMA3D	Semaphorin 3D (axon guidance)
	KCNG3	Potassium voltage-gated channel modifier subfamily G member 3		
	NAV1	Neuron navigator 1		
	NELL2	Neural EGFL like 2		
	NEUROD4	Neuronal differentiation 4		
	OPRM1	Opioid receptor mu 1		
	SEMA3A	Semaphorin 3A (axon guidance)		
	SLC1A2	Solute carrier family 1 member 2 (glutamate uptake)		
	SLC2A14	Solute carrier family 2 member 14 (glucose)		
	SLC5A7	Solute carrier family 5 member 7 (choline uptake)		
	SNAP29	Synaptosome-associated protein 29		

*Brain physiology-, function-, and development-related predicted targets of miRNAs identified with altered regulation by miRNA sequencing. miRNA targets selected from a list produced by the MirTarget search tool (http://mirdb.org/cgi-bin/search.cgi) individually for humans and rats with a target score above 90 for all miRNAs with common dysregulation in mTLE/HS patients and TLE-like rats (3 months after SE).*

Similar to target prediction, humans had more affected pathways identified by *DIANA-mirPath* v3 software (Vlachos et al., 2015) compared with rat prediction data (Supplementary Table S5). In both cases, hundreds of genes undergo regulation by the combined force of miRNAs with shared dysregulation in mTLE patients and rats. Pathways common for both species predominantly comprised signaling pathways (Rap1, Ras, TGF-β, ubiquitin, etc.), however, circadian rhythm and gap junctions were also affected. In humans, this set of miRNAs also regulated the expression of genes involved in neurotransmitter synapses (dopaminergic, glutamatergic, and cholinergic) and axon guidance, while affecting the synaptic vesicle trafficking in rats.

## Discussion

The analysis of miRNA expression profile in brain tissues increasingly assists in the understanding of the biological processes involved in epileptogenesis and ictogenesis. However, previous comparative studies have explored the miRNA profiles mostly in patient samples affected by pharmacotherapies or models of epilepsy (e.g., cell culture AND animals), which do not correspond to the human biochemistry of the disease exactly. This limitation can be overcome by miRNA profile comparison of patients and model organisms that may reveal specific miRNAs playing an essential role in the onset or development of mTLE. Here, we compared the miRNA profiles of patients and rat models of epilepsy analyzed with the same workflow. This approach reduced technological bias and enhanced the accuracy of discovered miRNAs.

In our analyses of MPS results, we focused on the effect of the onset age on the differential miRNA expression, which seems to be smaller in mTLE/HS patients since 49 miRNAs show altered expression in all onset categories (Figure 2). 

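The interaction of SE and onset age has an adjusted p under 0.05 for 4 miRNAs, a count that other splits of the same rats exceed (highest 17), so that chance cannot be excluded. miR-212-3p is higher after SE in adulthood and lower after SE in infancy (interaction 1.03 on the log2 scale, standard error 0.24, adjusted p = 0.0139). miR-96-5p (-7.37, 1.66, adjusted p = 0.0139), miR-182 (-6.26, 1.43, adjusted p = 0.0139) and miR-183-5p (-5.85, 1.40, adjusted p = 0.0164) come from 1 cluster. Their fitted changes are negative after SE in adulthood and positive after SE in infancy. The positive changes rest on 3-S22, without which the infancy-onset values are -0.42, 0.02 and 0.18 in this order. Of 10 infancy-onset SE rats 5, 5 and 7 lie above the control median. Without 3-S12 the adult-onset values are -1.34, -0.58 and -0.63. miR-182 has 309 ± 689 CPM in adult-onset controls and 65.6 ± 35.1 after SE, and 59 ± 49.4 and 969 ± 2873 in infancy-onset rats. miR-96-5p has 14.1 ± 33.4 and 1.76 ± 1.73 CPM, then 2.25 ± 2 and 42.9 ± 129. Next come miR-150-5p (0.71, 0.20, adjusted p = 0.0711), miR-146a-5p (1.01, 0.29, adjusted p = 0.0911) and miR-7b (-0.93, 0.28, adjusted p = 0.105). miR-203a-3p (0.75, 0.25, adjusted p = 0.164) and miR-187-3p (-0.82, 0.29, adjusted p = 0.197) do not pass either, while miR-155-5p (0.85, 0.52, p = 0.108) and miR-211-5p (-1.34, 0.92, p = 0.153) have the larger errors.
The interaction was tested over all 39 rats as the SE effect at postnatal day 60 minus that at day 12, and 38 of 442 miRNAs have an unadjusted p under 0.05. The calls of miR-96-5p, miR-182 and miR-183-5p end without adult-onset control 3-S12 or without infancy-onset SE library 3-S22, and that of miR-212-3p ends without 3-S12. Without 3-S12 and 3-S22 together 1 call is left, that of miR-212-3p. The study sets side by side the miRNAs that pass its thresholds at each age, and states that 2 are up at both.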

On the contrary, the onset age in the rat model strongly determines the changes in miRNA expression related to post-SE epilepsy, and the profiling study of the animal model revealed only a limited number of dysregulated miRNAs. This difference in miRNA expression between human and model might arise from multiple sources. For instance, tissue samples originated from patients long into their condition (the period from diagnosis to surgery ranges from 1 to 45 years), which means a long and variable progression of the disease (e.g., development of comorbidities or brain damage) and exposure to multiple AEDs. Exposure to AEDs might increase the variability between humans and rats since patients received at the time of surgery on average two AEDs. Levetiracetam and carbamazepine were commonly administered to patients across all age groups. Nevertheless, the inter-individual AED variability might have introduced inconsistency in patient miRNA levels unrelated to onset age (Supplementary Tables S1, S2). We also addressed a distinct subpopulation of mTLE patients, which shares similar features—drug resistance and HS. 

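The saline controls of the 2 age groups also differ from each other. Between 9 infancy-onset and 10 adult-onset controls 29 miRNAs differ, 19 higher and 10 lower in infancy-onset controls, and from 13 to 74 do when 1 library is left out. let-7b-3p is higher by 1.09 on the log2 scale (standard error 0.20, adjusted p = 0.00109), miR-98-3p by 1.07 (0.20, adjusted p = 0.00109), miR-1839-5p by 0.68 (0.13, adjusted p = 0.00128), let-7d-3p by 1.16 (0.24, adjusted p = 0.00152) and miR-7a-1-3p by 1.05 (0.23, adjusted p = 0.00225). let-7c-2-3p and let-7a-1-3p, whose reads are shared, are both at 1.10 (0.23, adjusted p = 0.00152). miR-450a-5p is lower (-0.77, 0.19, adjusted p = 0.00983), as are miR-183-5p (-3.56, 1.04, adjusted p = 0.0315) and miR-126a-3p (-0.54, 0.16, adjusted p = 0.0315). In CPM, miR-98-3p is at 17.9 ± 6.11 in adult-onset and 37.4 ± 9.39 in infancy-onset controls, miR-1839-5p at 583 ± 63.5 and 934 ± 180, let-7d-3p at 165 ± 54.1 and 369 ± 149, and miR-450a-5p at 237 ± 94.9 and 139 ± 32. let-7b-5p (1.78, 0.56, adjusted p = 0.0431) is at 6129 ± 8221 and 21124 ± 16407. The controls were sampled at the same interval after injection, so they differ in age at sampling as well as in age at injection. Their library numbers fall in separate ranges too, so a difference in library processing could not be told apart from age. The call of let-7b-5p ends without any of 13 single libraries, that of miR-126a-3p without any of 8 and that of miR-183-5p without any of 6, 3-S12 among them.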

In the rat model, potential bias increasing the influence is suppressed, and hence, the P12 and P60 groups differed solely in the age of SE induction and its consequences. We used age- and gender-matched controls for each age group, animals were not exposed to any medications besides those necessary for the model development, and they lived in a controlled environment. Furthermore, the outcome of SE induction at P12 in rats typically results in a slightly different condition than the model of SE in adult animals. Unlike adults, animals with SE at P12 develop only electrographic seizures at the chronic stage of the disease (motor seizures are not present), and they show a more discrete level of brain damage even though similar structures are affected (Nairismägi et al., 2006; Kubová and Mareš, 2013). On the other hand, induction of SE during brain development results in early manifestations of comorbidities such as impaired learning and memory problems (Rutten et al., 2002; Kubová et al., 2004; Mikulecká et al., 2019). These differences arising from the onset age in our model might explain the difference in miRNA profiles between rats with infant- and adult-onset TLEs.

Our profiling of miRNA expression in brain tissues discovered over a hundred of miRNAs with altered expression in patients with mTLE/HS (Bencurova et al., 2017). Out of these miRNAs, 10 were also dysregulated in rats with onset in adulthood. In contrast, only miR-140-5p and miR-135a-5p showed concordant dysregulation in rats with onset in infancy (Table 1 and Figure 2). Though the overlap with early-onset TLE in rats is minimal in our data, miR-140-5p shows elevated expression specific for this age group of rats and patients with adolescent-onset mTLE, which would be neglected if compared solely to the adult-onset model. 

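miR-140-5p has 103 ± 36.8 CPM in infancy-onset controls and 144 ± 47.4 after SE (log2 fold change 0.51, standard error 0.23, p = 0.0376, adjusted p = 0.776), with 7 of 10 SE rats above the control median and 4 above every control. Adult-onset rats have 149.6 ± 31.6 CPM in controls and 196 ± 84.3 after SE (0.32, 0.19, p = 0.105, adjusted p = 0.361), with 7 of 10 above the median. The difference of miR-140-5p between the ages, tested as an interaction, is -0.11 (0.30, p = 0.721). Without 3-S3 the adult-onset value is 0.15.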

The other reason for the limited overlap of miRNA profiles between the human and early-onset model of TLE might lie in the age difference – even though categorized, human patients underwent surgery with a large delay from the beginning of the disease after extensive medication. Moreover, the resemblance of human and rat with adult-onset miRNA profiles might be partially due to the presence of severe brain damage in these rats, indicating better resemblance of this model to patients with HS in mTLE/HS (Turski et al., 1986). Taken together, although our study showed cardinal differences between human and rat miRNA profiles in hippocampi, the results indicate that miRNA expression changes in mTLE/HS patients are more similar to rats with onset in adulthood than rats with onset in the infancy.

Nevertheless, almost all miRNAs detected by MPS and listed in Table 1 were previously associated with epilepsy showing the same trend of dysregulation either in both patients and animal models (miR-129-2-3p, miR-135-5p and miR-193a-5p) or in just animal models of epilepsy (miR-140-5p, miR-142-3p, miR-142-5p, miR-203a-3p, and miR-539) (Kan et al., 2012; Risbud and Porter, 2013; Gorter et al., 2014; Kretschmann et al., 2014). In the case of miR-130b-3p, dubious results were previously reported showing both upregulation and downregulation of this miRNA in both patient and animal models of TLE (Liu et al., 2010; McKiernan et al., 2012a,b; Kaalund et al., 2014). let-7b-3p was reported by Risbud and colleagues as downregulated in rats with pilocarpine-induced SE, while miR-484 and miR-490-5p have not been associated with epilepsy so far (Supplementary Table S6). Additionally, we found an opposite significant dysregulation of seven miRNAs between patients and rats (Table 2). We did not study the reason for these opposite expressions and can only speculate that they arise from a specific reaction of the rat model on TLE onset or the specificity of this animal epilepsy model. The majority of these contradicting miRNAs were previously associated with epilepsy only in animal models. Kan et al. (2012) observed (2012), similarly to our data, the elevation of miR-301a-3p in their study of mTLE patients. On the other hand, miR-187-3p and miR-211-5p were previously identified as downregulated in human patients, which corresponds with the trend of dysregulation we observed in the rat model rather than in patients (McKiernan et al., 2012a; Kaalund et al., 2014).

This cross-comparison study of our previous miRNA profiling analyses showed that the expression of miR-142-5p was significantly dysregulated in the MPS results of patients (in all age groups) and rats with seizure onset in adulthood, but it was validated only in the patient group. 

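miR-142-5p has 22.7 ± 8.21 CPM in adult-onset controls and 36.7 ± 11.8 after SE (log2 fold change 0.64, standard error 0.21, p = 0.00576, adjusted p = 0.116), and 9 of 10 SE rats lie above the control median. In infancy-onset rats it has 21.4 ± 12 and 20.7 ± 10.4 CPM (-0.02, 0.33, p = 0.961). The difference between the ages is 0.70 (0.39, p = 0.0845). Its partner strand miR-142-3p, made from the same hairpin, has a higher level in both control groups and a value of the same sign in adult-onset rats.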

To identify the potential targets of this miRNA, we employed miRDB software, which predicts about 300 potential mRNA targets involved in various pathways (e.g., signaling and cell cycle). Literature indicates that these miRNA target genes were included in immunomodulatory pathways. These studies showed in a functional experiment that miR-142-5p negatively regulates the expression of pro-inflammatory agents, interleukin 6 (IL-6), or high mobility group box (HMGB) gene, which are considered pro-convulsive (Kretschmann et al., 2014; Britton, 2016). This evidence supports the idea that autoimmunity plays a significant role in ictogenesis and epileptogenesis and shall be considered in epilepsy management. Besides, ILAE has recognized autoimmune epilepsy as a distinct entity and included it into classification since 2017 (Britton, 2016).

Another miRNA with great influence on TLE might be miR-135a-5p, which was significantly altered in patients and both rat models of mTLE. However, we did not validate this miRNA by miQPCR due to its low amount in samples. Based on the literature, this miRNA mediates the expression of various proteins included in brain function and neuron development, e.g., serotonin receptor and transporter (Artigas et al., 2018) or complexin 1/2 in the amygdala (Mannironi et al., 2018). It also regulates developmental axon growth and branching, cortical neuronal migration, or regeneration of retinal ganglion cell axons (van Battum et al., 2018). Besides, recent findings revealed that miR-135a-5p affects spontaneous recurrent seizures in the TLE model (Vangoor et al., 2019), which confirms our finding.

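In adult-onset rats miR-129-2-3p has 689.7 ± 292 CPM in controls and 1194 ± 547 after SE (log2 fold change 0.71, standard error 0.27, p = 0.0149, adjusted p = 0.164), with 9 of 10 SE rats above the control median and 3 above every control. Infancy-onset rats have 957 ± 209 and 1038 ± 489 CPM (0.12, 0.24, adjusted p = 0.985, 6 of 10). The change of miR-129-2-3p over all rats is 0.46 (0.19, p = 0.0195), and the difference between the ages is 0.67 (0.37, p = 0.0753).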

Besides, miR-142-5p, miR-142-3p, and miR-129-2-3p have also altered expressions across all patient categories and adult-onset TLE in rats. Functional studies showed that miR-142-3p affects not only immunomodulation via control of IL-1β and IL-10 but also the expression of D1 dopaminergic receptors while suppressing neuronal growth (Tobón et al., 2012; Mandolesi et al., 2017). In the case of miR-129-2-3p, our target prediction indicated regulation of γ-aminobutyric acid receptor 1 (GABRA1) and sodium voltage-gated channel common for both humans and rats (Table 2). Previous experiments on cell cultures suggest that miR-129-2-3p represses expression of caspase 6 and spleen tyrosine kinase (SYK) (Huang et al., 2019; Umehara et al., 2019).

Among limitations of this study belongs the age discrepancy between the epilepsy onset and the resection of epileptic foci in patients, which is different from the condition in the rat model of epilepsy. Another potential drawback is patient classification based only on the age onset since different classifications (e.g., etiology based) might yield different results. Due to the small amount of unique patient samples and limited sensitivity of miQPCR, we did not validate discovered miRNAs. Finally, predicted gene targets of discussed miRNAs were generated *in silico*, and they require validation in brain tissues by functional experiments.

In summary, our cross-comparison study compared miRNA profiles of mTLE/HS patients with two different age-onset rat models of TLE. This comparison was focused on both miRNA profiles of all patients and patients categorized based on epilepsy onset age, which plays a substantial role in disorder outcome. These analyses confirmed particular dysregulation of miRNA expression in different onset ages and discovered several miRNAs, which might be truly connected to epileptogenesis and ictogenesis in both patients and animal models. Our analyses also showed that rats with TLE onset in adulthood showed greater resemblance to miRNA profiles of mTLE/HS patients than rats with onset in infancy. Finally, our study enhanced insight into the general knowledge of epilepsy and should be considered in the planning of future epilepsy experiments with animal models.

## Data Availability Statement

The datasets generated for this study can be found in the GEO database (accession numbers GSE99455 and GSE124332).

## Ethics Statement

Written informed consent was obtained from the individual(s) and/or minor(s)’ legal guardian/next of kin for the publication of any potentially identifiable images or data included in this article. The studies involving human participants were reviewed and approved by the Ethical Committee of St. Anne’s University Hospital in Brno (approval number 9G/2015-KS). The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by the Ethical Committee of the Czech Academy of Sciences (approval number 128/2013).

## Author Contributions

This manuscript has been read and approved by all named authors and all authors agreed with the order of authors listed in the manuscript. The authors consent to take public responsibility for the content of the manuscript and confirm that the manuscript was prepared following ethical guidelines and regulations of their institutions concerning intellectual property. All authors have had access to all the data in the study and contributed to the study design, data acquisition, data analysis, interpretation, drafting, and revising the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Epilepsy miRNA Profile Depends on the Age of Onset in Humans and Rats
**Source:** Front Neurosci. 2020 Sep 15;14:924. doi: 10.3389/fnins.2020.00924
**Supplement:** Supplementary file 1

Supplementary Material

1. Supplementary Tables

Table S1 – Clinical information about mTLE patients and autopsy controls – mTLE/HS – mesial temporal lobe epilepsy with hippocampal sclerosis ¹; + presence or / absence of hippocampal sclerosis (HS); AEDs – antiepileptic drugs at the time of surgery listed in parenthesis in the last column, CBZ carbamazepine, DZP diazepam, LEV levetiracetam, LTG lamotrigine, PHB phenobarbital, PHT phenytoin, TPM topiramate, ZNS zonisamide

* epilepsy foci - patients

Table S2

Overview of antiepileptic medication. Number of patients in individual onset age categories (childhood, adolescent, adult) taking antiepileptic drug (AED) at the time of surgery (on average 2 AEDs per patient) and through the epilepsy duration (on average 5 AEDs per patient)

Table S3 – miRNAs significantly dysregulated in mTLE/HS patients - miRNAs identified as significantly altered in mTLE/ HS patients compared with controls by miRNA sequencing (miR-Seq). The list contains all miRNAs that reached fold-change above 1.4, p-value <0.05 and threshold of 500 reads in all human hippocampal samples ¹. ** p-value< 0.01; * 0.01<p-value<0.05; - p-value> 0.05; FC fold change

Supplementary Material

Table S4 – Regression analysis of miRNA read counts and duration of epilepsy - the relationship between read count of selected miRNAs and duration of epilepsy of patients was computed using generalized linear modelling with negative binomial assumption. The `Slope` measure the relation between read counts and durement of epilepsy, `Standard error` shows the accuracy of the analysis, `Z-score` shows different of data points from the mean, and *p-value*.

Table S5 – miRNAs significantly dysregulated in post SE rats - miRNAs identified as significantly altered in rats with TLE-like syndrome compared with controls. The list contains all miRNAs that reached fold-change above 1.4, p-value <0.05 and threshold of 500 reads in all rat hippocampal samples (submitted manuscript). ** p-value < 0.01; * 0.01 < p-value < 0.05; - p-value > 0.05; FC fold change

Table S6 – Pathways regulated by differentially expressed miRNAs common for mTLE/HS patients and post SE rats – DIANA-mirPath v3 software indicated putative affected pathways based on the list of all miRNAs with common dysregulation in patients and rat model. Pathways regulated by the same group of miRNAs are highlighted by shading and displayed separately for individual species (human and rat). Listed p-value describes the probability of association between a given pathway and set of miRNAs

Supplementary Material

Table S7 – Literature associating identified miRNAs with epilepsy – overview of the miRNAs with common dysregulation identified in mTLE/HS patients and post-SE rats and their occurrence in the literature addressing miRNA involvement in epilepsy. -1 downregulated in epilepsy; 1 upregulated in epilepsy

2. Supplementary Figures

Figure S1 – motor seizure frequency in animals with adult-onset TLE

The figure shows the number of motor seizures detected in individual animals over 7 day period of video-monitoring prior to brain tissue collection 3 months after induction of status epilepticus. Animals (n = 13) were allocated numbers 2 to 14 based on the camera channels used for their monitoring. One animal was euthanized due to the tumor and one animal did not have motor any seizures during the monitoring (N10 and N6, not displayed). Animal N12 had repeated generalized tonic-clonic seizures. Animals N6,10 and 12 were excluded from further analysis (submitted manuscript).

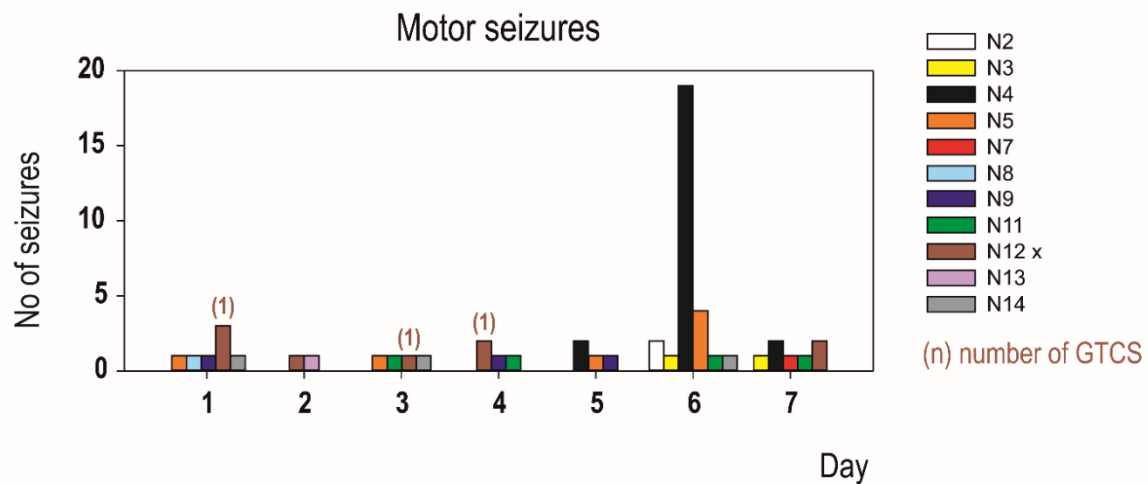

Figure S2 – Effect of epilepsy duration on miRNA expression

Figures display the miRNA read-count distribution in mTLE/HS patients based on their epilepsy duration from the first seizure until surgical resection of the epileptic foci. miRNAs identified as commonly dysregulated in patients and post-SE rats by MPS show neglected dependence on the epilepsy duration.

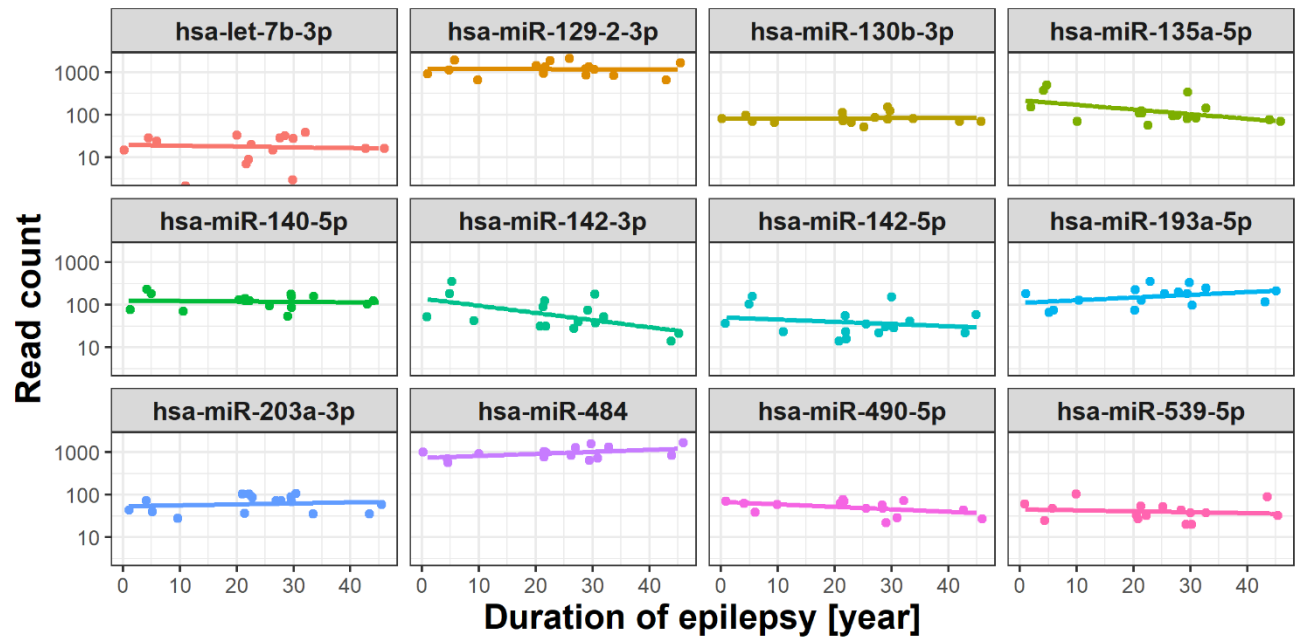

3. References

- ¹ Bencurova P, Baloun J, Musilova K, et al (2017) MicroRNA and mesial temporal lobe epilepsy with hippocampal sclerosis: Whole miRNome profiling of human hippocampus. *Epilepsia* 58:1782–1793. <https://doi.org/10.1111/epi.13870>
- ² Risbud RM, Porter BE (2013) Changes in MicroRNA Expression in the Whole Hippocampus and Hippocampal Synaptoneurosone Fraction following Pilocarpine Induced Status Epilepticus. *PLoS One* 8:e53464. <https://doi.org/10.1371/journal.pone.0053464>
- ³ Gorter JA, Iyer A, White I, et al (2014) Hippocampal subregion-specific microRNA expression during epileptogenesis in experimental temporal lobe epilepsy. *Neurobiol Dis* 62:508–520. <https://doi.org/10.1016/j.nbd.2013.10.026>
- ⁴ Kretschmann A, Danis B, Andonovic L, et al (2014) Different MicroRNA Profiles in Chronic Epilepsy Versus Acute Seizure Mouse Models. *J Mol Neurosci* 55:1–14. <https://doi.org/10.1007/s12031-014-0368-6>
- ⁵ Kan AA, van Erp S, Derijck AAHA, et al (2012) Genome-wide microRNA profiling of human temporal lobe epilepsy identifies modulators of the immune response. *Cell Mol Life Sci* 69:3127–3145. <https://doi.org/10.1007/s00018-012-0992-7>
- ⁶ Liu D-Z, Tian Y, Ander BP, et al (2010) Brain and blood microRNA expression profiling of ischemic stroke, intracerebral hemorrhage, and kainate seizures. *J Cereb Blood Flow Metab* 30:92–101. <https://doi.org/10.1038/jcbfm.2009.186>
- ⁷ McKiernan RC, Jimenez-Mateos EM, Sano T, et al (2012) Expression profiling the microRNA response to epileptic preconditioning identifies miR184 as a modulator of seizure-induced neuronal death. *Exp Neurol* 237:346–354. <https://doi.org/10.1016/j.expneurol.2012.06.029>
- ⁸ McKiernan RC, Jimenez-Mateos EM, Bray I, et al (2012) Reduced mature microRNA levels in association with dicer loss in human temporal lobe epilepsy with hippocampal sclerosis. *PLoS One* 7:e35921. <https://doi.org/10.1371/journal.pone.0035921>
- ⁹ Kaalund SS, Venø MT, Bak M, et al (2014) Aberrant expression of miR-218 and miR-204 in human mesial temporal lobe epilepsy and hippocampal sclerosis-Convergence on axonal guidance. *Epilepsia* 55:2017–2027. <https://doi.org/10.1111/epi.12839>
- ¹⁰ Vangoor VR, Reschke CR, Senthikumar K, et al (2019) Antagonizing increased miR-135a levels at the chronic stage of experimental TLE reduces spontaneous recurrent seizures. *J Neurosci* 39:5064–5079. <https://doi.org/10.1523/JNEUROSCI.3014-18.2019>
- ¹¹ Hu K, Xie Y-Y, Zhang C, et al (2012) MicroRNA expression profile of the hippocampus in a rat model of temporal lobe epilepsy and miR-34a-targeted neuroprotection against hippocampal neurone cell apoptosis post-status epilepticus. *BMC Neurosci* 13:115. <https://doi.org/10.1186/1471-2202-13-115>
- ¹² Schouten M, Bielefeld P, Fratantoni SA, et al (2016) Multi-omics profile of the mouse dentate gyrus after kainic acid-induced status epilepticus. *Sci Data* 3:.

<https://doi.org/10.1038/sdata.2016.68>

How the deposited data were processed for this re-analysis (not part of the article)

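Small RNA sequencing of hippocampus from male Wistar rats was analysed, with 1 library per rat. All rats received LiCl. Status epilepticus (SE) was then induced with pilocarpine at postnatal day 12 (infancy-onset) or 60 (adult-onset), and controls received saline in place of pilocarpine. Rats were taken 24 hours (acute), 1 week (latent) or 3 months (chronic) after injection, and the chronic stage is the one the paper reports. Of 120 labelled libraries, 114 have counts and 6 do not. The chronic stage has 10 adult-onset SE rats, 10 adult-onset controls, 10 infancy-onset SE rats and 9 infancy-onset controls, the acute stage 9, 9, 8 and 9, and the latent stage 10 of each. The human libraries and the miQPCR measurements are not analysed here.

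The authors made the libraries with the NEXTflex small RNA kit, trimmed adapters with the Kraken tools and Cutadapt, selected reads by size and quality, and assigned them to miRBase with seqBuster, allowing 1 mismatch. The deposited tables hold 2 kinds of values for each mature miRNA. The counts are raw reads, and the signal is the authors' normalized reads, which equal the raw counts divided by 1 size factor per library. These factors equal, within rounding, the median-of-ratios factors of DESeq2 over all libraries of a stage. The authors name DESeq2 1.16.1 for their test.

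Chronic libraries list 653 miRNAs, of which 442 have more than 500 reads summed over the libraries. Acute libraries list 623, of which 383 pass the same minimum, and latent libraries list 629, of which 406 pass. Acute libraries hold from 434419 to 1408898 miRNA reads (median 562003) in adult-onset SE rats, 507283 to 4026890 (median 1838745) in their controls, 503554 to 2266560 (median 971212) in infancy-onset SE rats and 309975 to 1655679 (median 1094985) in theirs. Latent libraries hold from 1707073 to 5663564 (median 2661344), 450644 to 8165312 (median 3012338), 1559653 to 2915959 (median 2276033.5) and 1180138 to 3881319 (median 2222937.5) in the same order. The depth of chronic libraries is given with the data. Over all 114 libraries the median is 2296301. No 2 libraries of a stage hold identical counts, and the rank correlation between libraries runs from 0.9214 to 0.9854 in the acute and from 0.9414 to 0.9879 in the latent stage.

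Counts were tested in R 4.3.3 with the quasi-likelihood F test of edgeR 4.0.16, TMM scaling and p values adjusted by Benjamini and Hochberg over all miRNAs of a comparison. SE rats were compared with controls within each onset age and stage, over both onset ages of the chronic stage with onset age as a covariate, and as an interaction (the adult-onset change minus the infancy-onset change). The control arms of the 2 onset ages were compared with each other in a fit of all 4 groups. The standard error of a log2 fold change is its size divided by the square root of F. A call needs an adjusted p under 0.05. The thresholds of the study are a p under 0.05, a fold change of at least 1.4 and more than 500 reads. The paper does not say whether its p is adjusted, and it is taken as unadjusted here, since counts near the paper's come only with an unadjusted p. log2 CPM was computed with a prior count of 2, and log2 normalized reads with a pseudocount of 1. The variance held by SE and by onset age was tested with 100000 permutations of the labels, SE within each onset age and onset age within SE rats and within controls. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

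Lists of miRNAs were tested with camera of limma 3.58.1 at a correlation between miRNAs of 0.01 and, as an alternative, at an estimated correlation, for lists with at least 3 measured members. There are 18 lists, written from general knowledge without a literature search: microglia and myeloid cells, reactive glia and inflammation, the miR-23a27a24-2 cluster, oligodendrocytes, neurons, activity-regulated miRNAs, the Dlk1-Dio3 cluster, endothelium and vessel wall, erythroid cells, choroid plexus and ependyma, the miR-183 cluster, liver and muscle, the let-7, miR-17~92, miR-29 and miR-30 families, and the miRNAs of Tables 1 and 2. The microglia and reactive glia lists share miR-146a-5p, miR-155-5p and miR-223-3p. miR-134-5p is in the activity-regulated and Dlk1-Dio3 lists, miR-211-5p in the choroid plexus and Table 2 lists, miR-142-3p and miR-142-5p in the microglia and Table 1 lists, and miR-203a-3p in the reactive glia and Table 1 lists.

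The miRNAs named are those the paper names for rats, the 10 with the largest log2 fold change among the calls of each chronic comparison (with the 5 lowest p values where fewer than 5 pass), up to 4 members with the lowest p of each list, and in each acute or latent comparison the 8 calls with the largest log2 fold change and at least 50 CPM in either group. miR-204-5p and miR-211-5p, and miR-7a-5p and miR-7b, are near-identical in sequence, and their reads are those the authors assigned to each.

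Alternatives set before the data were examined were RLE size factors, no read minimum, the filterByExpr filter of edgeR, DESeq2 1.42.0, limma voom with sample weights, 1 surrogate variable from sva 3.50.0, library size as a covariate, all 4 groups in one fit, no onset age covariate, adjusted p with the fold change, and limma-trend on the normalized reads. Added later were robust edgeR, DESeq2 without the onset age covariate, the overlap of DESeq2 calls at the study's thresholds, each library left out in turn, and fits without libraries that stand apart. Labels were reassigned in 100 splits per comparison, the real one included.

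The tests were tried on simulated counts with the groups and depths of these libraries. In the adult-onset design 66, 67 and 65 of the 431 miRNAs kept were changed 1.5-fold, 2-fold and 4-fold, up or down. Like numbers were changed in the other designs. That is far more than are called in these data, and single libraries that stand apart were not simulated. The rates that follow hold for that setting and may differ in these data. In the adult-onset design edgeR recovered 62.12% of miRNAs changed 1.5-fold, 83.58% of those changed 2-fold and 100% of those changed 4-fold, with 4.142% false calls. In the infancy-onset design it recovered 39.39%, 89.23% and 100% with 1.325% false calls, in the combined design 71.21%, 96.97% and 100% with 4.918%, in the interaction 21.21%, 59.09% and 88.89% with 2.679%, and between control arms 51.56%, 86.15% and 100% with 4.321%.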

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

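The weighing of the 1-S8 label, of the Htr2c miRNAs and of the miR-183 cluster was chosen only after the result was seen, except the test of fewer reads in 1-S8, and so were the fits without single libraries.

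The interaction of SE and onset age is called for 4 miRNAs of the chronic stage, and 3 of these calls rest on 2 libraries, as weighed below. The interactions are -7.37 for miR-96-5p, -6.26 for miR-182, -5.85 for miR-183-5p and 1.03 for miR-212-3p. Of 100 splits of the rats 22 call as many (real 4, highest other 17), so chance cannot be excluded for this count.

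The acute and latent stages, which the paper does not report on, show changes after SE. In the acute stage 14 miRNAs changed in adult-onset rats and 19 in infancy-onset rats, with miR-212-3p, miR-132-3p and miR-155-5p up at both ages. In the latent stage 30 changed in adult-onset rats, among them miR-155-5p and miR-142-3p, and 2 in infancy-onset rats, miR-212-3p up and miR-144-5p down. With library size as a covariate 0 of the 14 acute adult-onset calls are left. Of 100 splits 5 give as many as the 2 latent infancy-onset calls, so chance cannot be excluded for these.

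Some single rats stand far from the rest of their group, by the gap to the nearest rat relative to the range. This holds in 16 of 112 groups of values of named miRNAs, where 5.6 are expected at 1 in 20, and in 3 of 12 groups of library totals. The expected number is for independent groups. These miRNAs were picked in part for their calls and some move together, so the excess over 5.6 is not a test. miR-1298 reaches 11698 CPM in adult-onset control 3-S13 and 6155 in infancy-onset control 3-S37, miR-448-3p 1548 and 1074, and miR-1912-3p 44.6 and 24.6. miR-182 (9146 CPM), miR-183-5p (1284), miR-96-5p (411) and miR-211-5p (377) are high in infancy-onset SE library 3-S22, and miR-183-5p (2661) in adult-onset control 3-S12. miR-212-3p is at 522 CPM in adult-onset SE library 3-S3 and miR-301a-3p at 252 in adult-onset control 3-S7. miR-155-5p is low in adult-onset control 3-S10 (1.33 CPM) and at 0 in infancy-onset SE library 3-S24, and miR-211-5p is at 1.03 in infancy-onset control 3-S40. Library totals stand apart in 3-S4 (27765190 reads), 3-S22 (28111631) and 2-S4 (5663564).

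Acute adult-onset control 1-S8 lies toward the SE rats. Over the 19 miRNAs called in acute infancy-onset rats its mean log2 level is 0.43 above the other adult-onset controls, which run from -0.31 to 0.23, while the other 8 SE rats run from 0.59 to 0.86 and SE library 1-S1 is at 0.18. Fewer reads do not give this, since the other controls thinned to its 507283 reads reach at most 0.26. A wrong label of 1-S8 and an exchange with 1-S1 cannot be told apart from an unusual rat, since 1-S8 lies between the other controls and the other 8 SE rats, and a response to handling or saline was not tested. The labels of this group name 11 SE rats and 9 controls where 10 of each were planned, and 1-S1, labelled SE, lies within the range of the other controls, so a wrong label of 1-S1 stays open too.

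miR-1298, miR-448-3p and miR-1912-3p are called lower after SE over all chronic rats only with 2 controls included. Without 3-S13 and 3-S37 the values are -0.42 (standard error 0.17, p = 0.0173), -0.37 (0.16, p = 0.0292) and -0.15 (0.39), the lowest adjusted p is 0.218, and 0 of 3 calls are left. Choroid plexus miRNAs are raised in both libraries, by a median of 1.92 on the log2 scale in 3-S13 and 0.90 in 3-S37, with miR-204-5p at 4280 and 4717 CPM and miR-34c-5p at 1310 and 760.9. Not all members rise, since miR-211-5p (-1.29) and miR-200a-3p (-1.74) lie below the group median in 3-S13. The median of 3-S37 also falls short of the size set for this explanation. Choroid plexus attached to these 2 hippocampi is a candidate explanation, and a smaller fall after SE in all rats stays open, as 2 of the 3 keep an unadjusted p under 0.05. The same miRNAs are high with the choroid plexus list in 1-S32 (acute infancy-onset control, 2.49), 1-S6 (acute adult-onset SE, 1.07), 2-S5 and 2-S6 (latent adult-onset SE, 1.82 and 0.73), so the mark goes with neither SE nor saline.

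The interaction of miR-96-5p, miR-182 and miR-183-5p rests on adult-onset control 3-S12 and infancy-onset SE library 3-S22. Without them the interactions are -0.84, -0.46 and -0.72 and 0 of the 3 calls are left. The largest share of the log2 fold change kept is 0.123, with standard errors of 0.89, 0.63 and 0.75 for the 3 values. The 2 libraries were picked for their high values, so some drop was bound to follow. An onset age dependent effect of the full size in most rats would have stayed, and the values argue against it. A smaller effect stays open. Tissue of another brain region in 1 library of each arm may give such values, and was not tested on independent markers. Latent infancy-onset SE library 2-S24 has the same mark, with miR-182 at 15890 CPM and miR-183-5p at 14490.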

How the results depend on the processing

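The fits without single libraries, robust edgeR, DESeq2 without the onset age covariate and the overlap of DESeq2 calls at the study's thresholds were chosen only after the result was seen.

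Of the 224 named results 46 are called, and of their 561 alternative values 479 keep sign and call, 77 lose the call and 5 change sign. The other 178 are not called, and of their 2396 alternative values 54 gain a call and 98 change sign, 1 of these with a call. No paired analysis was possible because SE rats and controls share no replicate numbers. Where a result moved, the cause was not tested.

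The adult-onset comparison of the chronic stage gives 6 calls, against 13 with DESeq2, 27 with limma voom with sample weights and 33 with 1 surrogate variable. Leaving out 1 library gives from 4 (3-S17) to 19 (3-S7), with 17 without 3-S10, 12 without 3-S6 and 11 without 3-S11 or 3-S20. At the study's thresholds its 44 become 83 with no filter, 6 at an adjusted p with the fold change and 11 with DESeq2 at an adjusted p, and from 38 to 52 without 1 library. In a fit of all 4 groups miR-135a-5p (adjusted p = 0.0612) and miR-211-5p (0.243) lose their calls.

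The infancy-onset comparison gives 0 calls with edgeR, where 23 have an unadjusted p under 0.05, 0 with DESeq2 and 5 with limma voom with sample weights, and 0 without any 1 library. At the study's thresholds its 17 become 51 with no filter, 104 with limma voom, 26 with 1 surrogate variable, 57 without 3-S22, 3-S24 and 3-S37, and 0 at an adjusted p with the fold change by edgeR or DESeq2. Leaving out 1 library gives from 12 to 30 (3-S22 and 3-S36), with 26 without 3-S35.

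Over all chronic rats the 10 calls become 0 with limma-trend on the normalized reads and 5 without 3-S13 and 3-S37, and from 4 (3-S13) to 11 without 1 library, with 5 without 3-S37. At the study's thresholds 26 become 75 with no filter, 17 with limma voom, 51 without 3-S12, 3-S13, 3-S22, 3-S24 and 3-S37, 9 at an adjusted p with the fold change and 6 with DESeq2 at an adjusted p, and from 21 to 38 without 1 library.

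The interaction has 4 calls, 1 with DESeq2, 85 with limma voom, 1 without 3-S12 and 3-S22 and 0 without 5 libraries (3-S12, 3-S13, 3-S22, 3-S24 and 3-S37). Leaving out 1 library gives from 0 (3-S12) to 7 (3-S4 and 3-S5), with 1 without 3-S22. miR-376a-3p turns from -0.01 to 1.42 with limma voom. The control arms differ in 29 miRNAs, 45 with DESeq2, 151 with limma voom and 48 with 1 surrogate variable, and in 13 (3-S31) to 74 (3-S7 and 3-S35) without 1 library, with 14 to 18 without 3-S6, 3-S32, 3-S38, 3-S39 or 3-S40, 48 without 3-S22 or 3-S37 and 60 without 3-S36.

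Onset age holds 8.91% of the variance with RLE, 7.12% with no filter, 8.65% on the normalized reads and 9.08% without 3-S24. Without 3-S24 SE holds 4.24% (permutation p = 0.0524).

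Of the lists, 7 pass in adult-onset rats and 4 with an estimated correlation, and 1 passes in infancy-onset rats and 0 with an estimated correlation, where its adjusted p is 0.517. The calls of the onset ages share 0, at the study's thresholds 8 and with DESeq2 at the study's thresholds 2.

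The acute adult-onset comparison has 14 calls, 0 with library size as a covariate and 30 with all 4 groups in one fit, and from 7 (1-S2 and 1-S14) to 20 (1-S12 and 1-S8) without 1 library, with 8 or 9 without 1-S3, 1-S4, 1-S13, 1-S18 or 1-S19. The acute infancy-onset comparison has 19, 37 with limma voom and 31 without 1-S32, and from 9 (1-S37) to 31 (1-S32) without 1 library, with 10 without 1-S39 and 12 without 1-S23. The latent adult-onset comparison has 30, 54 with all 4 groups in one fit, and from 18 (2-S8 and 2-S16) to 43 (2-S1) without 1 library, with 19 without 2-S5 and 20 without 2-S10 or 2-S19. For miR-1298, latent adult-onset SE vs control, the value turns from 3.39 to -0.0278 with DESeq2, -0.0515 with 1 surrogate variable and -0.0286 without 2-S5 and 2-S6, and miR-448-3p from 2.68 to -0.23 with 1 surrogate variable and -0.19 without those 2. The latent infancy-onset comparison has 2, 9 with RLE, 1 with no filter, 11 with DESeq2, 4 with limma voom, 0 with library size as a covariate, 4 with all 4 groups in one fit and 1 with limma-trend, and from 0 to 10 (2-S23) without 1 library, with 0 or 1 without 2-S21, 2-S22, 2-S25 to 2-S30 or 2-S35 to 2-S40, 3 without 2-S24, 6 without 2-S31 and 8 without 2-S33.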

Differences from the paper's values

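Values are set beside the paper's at its thresholds, and the only tests chosen after the values were seen are DESeq2 without the onset age covariate, the overlap of DESeq2 calls and the fit without 3-S22.

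In rats 34 fold changes of Tables 1 and 2 can be compared, and 34 have the paper's sign. Misprinted cells of Table 1, whose digits cannot be read, were left out, among them let-7b-3p in infancy-onset rats, which the paper gives as negative and which is at 0.01 here (p = 0.958). By more than 1 standard error 2 differ, against 1 with DESeq2, 2 with RLE or with library size as a covariate, 4 with no filter, filterByExpr, 1 surrogate variable or limma-trend, and 13 with limma voom.

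miR-193a-5p over all rats has a fold change of 1.48, and the paper's is 1.24. limma voom with sample weights (1.41) and the fit with no onset age covariate (1.45) do not differ from the paper's by that measure. RLE, no filter, filterByExpr, DESeq2, 1 surrogate variable, library size as a covariate and limma-trend do.

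miR-211-5p over all rats has a fold change of 4.76, and the paper's is 1.83. DESeq2 (1.88) and limma voom with sample weights (2.06) do not differ from the paper's. RLE, no filter, filterByExpr, 1 surrogate variable, library size as a covariate (3.58), no onset age covariate (5.17) and limma-trend (2.43) do. Without 3-S22, a fit chosen after seeing the values, it is 1.90, and of the paper's 5 miRNAs of Tables 1 and 2 past its thresholds over all rats 3 pass with and without that library, so 0 are dropped.

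The counts past the study's thresholds are 44 in adult-onset rats (the paper's 42), 17 in infancy-onset rats (the paper's 12) and 26 over all rats (the paper's 19). DESeq2 gives 43, 12 and 29, and 25 over all rats without the onset age covariate, a fit chosen after seeing the values. miRNAs with more than 500 reads number 442 (the paper's 412). The median depth is 4.418 M reads in the chronic libraries (the paper's 2.3 M), and 2.296 M over all 114 libraries of the 3 stages.

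The paper names miR-24-2-5p and miR-135a-5p as the only miRNAs up at both ages. Both pass its thresholds at both ages here, and so does miR-211-5p (p = 0.00274 in infancy-onset rats), which DESeq2, limma voom and limma-trend leave below the thresholds in infancy-onset rats. The overlap of DESeq2 calls, chosen after seeing the values, is miR-24-2-5p and miR-135a-5p.

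miR-142-3p is among the paper's changed miRNAs of adult-onset rats, and here its p is 0.0702 and its fold change 1.53. It passes the thresholds with no filter, DESeq2, limma voom, 1 surrogate variable and all 4 groups in one fit, and not with RLE, filterByExpr, library size as a covariate or limma-trend.

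miR-22-3p is among the paper's changed miRNAs of infancy-onset rats, and here its p is 0.103 and its fold change 1.89. It passes with limma voom and with 1 surrogate variable.

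miR-130b-3p and miR-490-5p are in Table 1, and their reads sum to 200 and 295, under the minimum of 500. With no filter miR-130b-3p passes in adult-onset rats (-1.74, p = 0.00326) and over all rats (-1.02, p = 0.0111), and miR-490-5p (0.94, p = 0.059 in adult-onset rats) passes in no fit that was run.

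miR-140-5p over all rats is among the paper's bold values, and here its fold change is 1.36 (p = 0.00591), under the threshold of 1.4 in every fit that was run. The paper calls its rise specific to infancy-onset rats, and here the difference between the ages is -0.11 (p = 0.721), with 0.51 in infancy-onset and 0.32 in adult-onset rats.

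In a plot of patients and rats together the paper sees no onset age effect on the overall profile. In rats alone, a narrower set of samples and another kind of test, onset age holds 8.88% of the variance between rats (permutation p = 0.00034).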

Other observations

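The count of calls shared between acute onset ages, the correlation between the ages in the latent stage, the correlations between the acute and chronic stages, the score over the acute infancy-onset calls and the fits without single libraries were chosen only after the result was seen.

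The day after SE 7 miRNAs rose at both onset ages. In adult-onset rats (9 SE, 9 controls) miR-155-5p rose by 2.99 on the log2 scale (standard error 0.59, adjusted p = 0.00457), from 18.3 ± 33.9 to 111 ± 60.4 CPM, miR-223-3p by 2.39 (0.41, adjusted p = 0.00124), miR-212-3p by 1.46 (0.26, adjusted p = 0.0017), miR-21-5p by 1.16 (0.30, adjusted p = 0.0265), miR-212-5p by 1.09 (0.16, adjusted p = 0.00032), miR-142-3p by 0.89 (0.21, adjusted p = 0.0158) and miR-132-3p by 0.85 (0.19, adjusted p = 0.0137), while miR-221-3p (-0.60, 0.15, adjusted p = 0.0255) and miR-124-5p (-0.62, 0.17, adjusted p = 0.0498) fell. In infancy-onset rats (8 SE, 9 controls) miR-21-5p rose by 1.63 (0.21, adjusted p = 1.28e-05), miR-212-3p by 1.57 (0.19, adjusted p = 4.65e-06), from 126 ± 30.5 to 378 ± 113 CPM, miR-155-5p by 1.45 (0.17, adjusted p = 4.02e-06), miR-132-5p by 1.14 (0.13, adjusted p = 4.02e-06), miR-142-3p by 0.89 (0.20, adjusted p = 0.0115) and miR-24-2-5p by 0.80 (0.22, adjusted p = 0.0392). The call of miR-24-2-5p ends in most of the fits that leave out 1 library, as does that of miR-124-5p in adult-onset rats. The 14 and 19 calls share 7, all up, where 0.695 are expected (hypergeometric p = 6.24e-07): miR-212-5p, miR-212-3p, miR-155-5p, miR-132-5p, miR-132-3p, miR-142-3p and miR-21-5p. Over 383 miRNAs the changes at the 2 ages have a Spearman correlation of 0.224, above 74 of 99 other splits (highest other 0.488), too weak a result to decide whether the whole response is shared. In the latent stage the same correlation between the ages is 0.286, above 99 of 99 other splits (highest other 0.249). Acute adult-onset SE libraries hold fewer reads than their controls, and with library size as a covariate 0 of the 14 calls are left, while 14 keep their sign and 12 have an unadjusted p under 0.05. miR-155-5p is then at 1.99 (0.51, adjusted p = 0.0692), miR-212-3p at 1.04 (0.26, adjusted p = 0.0692), miR-212-5p at 0.87 (0.20, adjusted p = 0.0692), miR-142-3p at 1.04 (0.29, adjusted p = 0.117), miR-448-5p at 0.31 (0.65, adjusted p = 0.892, from 2.00, 0.51) and miR-124-5p at -0.20 (0.18, adjusted p = 0.832). In the mean log2 level over the 19 acute infancy-onset calls, signed by their direction there and relative to the adult-onset controls without 1-S8, SE libraries 1-S10, 1-S11 and 1-S12 (1239504 to 1408898 reads) score 0.59 to 0.75 and control libraries 1-S13, 1-S15 and 1-S17 (1247085 to 1519655 reads) -0.31 to -0.02, so at this depth the SE libraries are the higher ones. The only control with fewer reads, 1-S8 (507283 reads), scores 0.43. That is above SE library 1-S1 (476915 reads, 0.18) and below the other SE libraries.

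After 1 week 28 miRNAs rose and 2 fell in adult-onset rats (10 SE, 10 controls). miR-155-5p rose by 2.54 (0.33, adjusted p = 3.09e-05), miR-142-3p by 1.62 (0.28, adjusted p = 0.000799), miR-142-5p by 1.43 (0.24, adjusted p = 0.000428), miR-18a-5p by 1.22 (0.22, adjusted p = 0.000815), miR-146a-5p by 1.21 (0.20, adjusted p = 0.000428), from 270.1 ± 42.2 to 627 ± 235 CPM, miR-17-5p by 0.95 (0.19, adjusted p = 0.00267) and miR-20a-5p by 0.91 (0.19, adjusted p = 0.00267), and miR-127-3p fell by 0.38 on the log2 scale (0.12, adjusted p = 0.0482). For most libraries, leaving out that 1 library ends the call of miR-127-3p. miR-1298 (3.39, 0.85, adjusted p = 0.014) is called as well, and without 2-S5 it is not. In infancy-onset rats miR-212-3p rose by 0.46 (0.10, adjusted p = 0.042) and miR-144-5p fell by 0.96 on the log2 scale (0.22, adjusted p = 0.042), from 57.5 ± 17.1 to 29.8 ± 12.7 CPM, and each call ends without any of 13 single libraries.

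Part of the latent change is seen 3 months after SE in adulthood. Over 404 miRNAs the latent and chronic adult-onset changes have a Spearman correlation of 0.361, above 96 of 99 other splits (highest other 0.394), which is consistent with changes that remain in part. miR-155-5p, miR-146a-5p and miR-211-5p are called at both stages (0.431 expected, hypergeometric p = 0.00577), and 25 of 29 latent calls have the same sign in the chronic stage, 14 with an unadjusted p under 0.05. The latent call of miR-211-5p ends without any of several single libraries, 2-S3 and 2-S4 among them, and its chronic call without 3-S17. The Pearson correlation of the same values is 0.0533. In infancy-onset rats the Spearman correlation is -0.0193 (highest other 0.303) and the Pearson correlation 0.632, for which no splits were run. Each of these 2 stages holds 1 infancy-onset SE library with very high miR-182, 2-S24 (15890 CPM) and 3-S22 (9146 CPM). In the latent and chronic fits miR-211-5p is at 2.75 and 2.88, and the miR-183 cluster has medians of 4.52 and 4.09. The Pearson correlation was not computed without these libraries, so it does not show that changes remain. miR-146a-5p and miR-155-5p are thus up in adult-onset rats at 1 week and at 3 months. Between the acute and chronic changes the Spearman correlation is higher in infancy-onset rats, at 0.393, above 92 of 99 other splits (highest other 0.464). In adult-onset rats it is 0.118, above 60 of 99 (highest other 0.381). Chance cannot be excluded for either.

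Lists of the early stages follow the named miRNAs. In the acute stage the activity-regulated list passes in adult-onset rats (5 measured, 4 up and 0 down, 5 over the list alone, median 0.85, camera adjusted p = 2.95e-08, adjusted p = 0.0546 with an estimated correlation) and in infancy-onset rats (4 up, 4 over the list alone, median 1.14, adjusted p = 6.73e-09). The microglia list passes in both (3 up, 4 over the list alone, median 0.87, adjusted p = 5.2e-05, 0.0546 with an estimated correlation, and 2 up, 4 over the list alone, median 0.77, adjusted p = 0.00115), as does the reactive glia list (4 up, 5 over the list alone, median 0.68, adjusted p = 0.000278, 0.0637 with an estimated correlation, and 2 up, 3 over the list alone, median 0.26, adjusted p = 0.000526, 0.0572 with an estimated correlation). In adult-onset rats the let-7 family is lower (0 called, median -0.16, adjusted p = 0.0276, 0.422 with an estimated correlation) and the Dlk1-Dio3 cluster higher (1 up, median 0.13, adjusted p = 0.0276, 0.396 with an estimated correlation), and in infancy-onset rats the miR-23a27a24-2 cluster is higher (2 up, 3 over the list alone, median 0.62, adjusted p = 0.000897, 0.184 with an estimated correlation). The Table 1 list passes in both (median 0.39, adjusted p = 0.0151, and 0.31, adjusted p = 0.0415), and loses this with an estimated correlation (0.0637 and 0.124).

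In the latent stage of adult-onset rats the miR-17~92 family (7 of 10 up, 8 over the list alone, median 0.84, adjusted p = 2.04e-08, 0.0507 with an estimated correlation), the microglia list (4 up, 5 over the list alone, median 1.32, adjusted p = 6.4e-06, 0.0507 with an estimated correlation), the choroid plexus list (4 up, 6 over the list alone, median 0.91, adjusted p = 0.000227, 0.159), the reactive glia list (3 up, 5 up and 1 down over the list alone, median 0.68, adjusted p = 0.000421, 0.102), the miR-23a27a24-2 cluster (1 up, 3 over the list alone, median 0.45, adjusted p = 0.00932, 0.173), the activity-regulated list (2 up, 3 over the list alone, median 0.48, adjusted p = 0.0138, 0.173) and the Table 1 list (2 up, 2 over the list alone, median 0.16, adjusted p = 0.0423, 0.173) are higher. Libraries 2-S5 and 2-S6 stand above the other SE rats in the choroid plexus list (1.82 and 0.73), and without them the sign of miR-1298 turns. The neuron list (1 down, 3 over the list alone, median -0.29, adjusted p = 0.00349, 0.0612) and the Dlk1-Dio3 cluster (1 down, median -0.12, adjusted p = 0.00129, 0.173) are lower. In infancy-onset rats the activity-regulated list (1 up, 5 over the list alone, median 0.37, adjusted p = 0.000189, 0.143) and the miR-23a27a24-2 cluster (0 called, 3 over the list alone, median 0.24, adjusted p = 0.001, 0.143) are higher, and the erythroid list (1 down, 3 over the list alone, median -0.58, adjusted p = 0.001, 0.143) and the miR-30 family (0 called, 2 down over the list alone, median -0.18, adjusted p = 0.026, 0.512) lower. The second p of each is the adjusted p with an estimated correlation. The other lists do not pass in these stages.

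Of the chronic lists not given with the claims, none passes. In adult-onset rats oligodendrocyte miRNAs have a median of 0.15 and a mean of -0.02 (adjusted p = 0.244), erythroid ones -0.13 (0.868), choroid plexus ones -0.43 (1 up, 0.961, median 0.01 without 3-S12, 3-S13, 3-S22, 3-S24 and 3-S37), the miR-183 cluster -2.68 (3 down over the list alone, 0.121, median -0.39 without these 5 libraries), liver and muscle -0.90 (0.54), the let-7 family -0.34 (0.244), the miR-29 family -0.19 (0.616) and the miR-30 family 0.00 (0.647). In infancy-onset rats the medians and adjusted p values are 0.24 (0.153) for oligodendrocytes, 0.12 (0.689) for neurons, 0.03 (0.75) for activity-regulated miRNAs, 0.12 (0.389) for endothelium, -0.33 (0.162) for erythroid cells, -0.25 (0.304) for choroid plexus, 4.09 (0.153, 4 up over the list alone, median -0.18 without those libraries) for the miR-183 cluster, -0.02 (0.243) for liver and muscle, -0.28 (0.689) for let-7, -0.03 (0.689) for miR-17~92, -0.30 (0.153) for miR-29, 0.08 (0.248) for miR-30 and -0.23 with a mean of 0.23 (0.216) for Table 2. camera puts the erythroid list of adult-onset rats up and the activity-regulated list of infancy-onset rats down, against their medians.

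Splits of the same rats into groups of the same sizes show how often a count as large arises. Counts reached by under 5 of 100 splits are given first. They are the adult-onset calls (6, highest other 4) and the calls over all chronic rats (10, highest other 7). The acute adult-onset (14, highest other 2), acute infancy-onset (19, highest other 12) and latent adult-onset calls (30, highest other 3) follow. Each of these is reached by 1 of 100 splits, the real one, and the control arms (29, highest other 88) by 2 of 100. With 100 splits no share can fall below 1 of 100, and the shares were not corrected for the number of counts judged. Chance is thus less likely for these counts but is not excluded. More splits reach the adult-onset (44, highest other 80, 14 of 100) and infancy-onset counts at the study's thresholds (17, highest other 137, 49 of 100). The same holds for the count over all rats at these thresholds (26, highest other 39, 7 of 100) and the latent infancy-onset calls (2, highest other 5, 5 of 100). It also holds for the number of lists that pass in adult-onset (7, highest other 8, 7 of 100) and infancy-onset rats (1, highest other 4, 50 of 100). Chance cannot be excluded for these either. For the infancy-onset calls the splits decide nothing, since the real count is 0 and each of 100 splits has as many (highest other 101). Splits of the infancy-onset rats and of the controls that call several times the real count point to a structure of the samples other than SE. In another draw of as many splits each comparison stayed on the same side of 5 of 100. There, however, other splits exceeded the real count for the chronic adult-onset calls, the calls over all chronic rats and the acute adult-onset calls. A highest other therefore holds for its draw alone.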
